# Six1 and Six2 of the Sine Oculis Homeobox Subfamily are Not Functionally Interchangeable in Mouse Nephron Formation

**DOI:** 10.3389/fcell.2022.815249

**Published:** 2022-02-01

**Authors:** Jinshu Xu, Jun Li, Aarthi Ramakrishnan, Hanen Yan, Li Shen, Pin-Xian Xu

**Keywords:** gene duplication, vertebrate evolution, Six1 and Six2, nephron progenitor, maintenance, differentiation

## Abstract

The vertebrate Six1 and Six2 arose by gene duplication from the *Drosophila sine oculis* and have since diverged in their developmental expression patterns. Both genes are expressed in nephron progenitors of human fetal kidneys, and mutations in SIX1 or SIX2 cause branchio-oto-renal syndrome or renal hypodysplasia respectively. Since ∼80% of SIX1 target sites are shared by SIX2, it is speculated that SIX1 and SIX2 may be functionally interchangeable by targeting common downstream genes. In contrast, in mouse kidneys, Six1 expression in the metanephric mesenchyme lineage overlaps with Six2 only transiently, while Six2 expression is maintained in the nephron progenitors throughout development. This non-overlapping expression between Six1 and Six2 in mouse nephron progenitors promoted us to examine if Six1 can replace Six2. Surprisingly, forced expression of Six1 failed to rescue Six2-deficient kidney phenotype. We found that Six1 mediated Eya1 nuclear translocation and inhibited premature epithelialization of the progenitors but failed to rescue the proliferation defects and cell death caused by Six2-knockout. Genome-wide binding analyses showed that Six1 selectively occupied a small subset of Six2 target sites, but many Six2-bound loci crucial to the renewal and differentiation of nephron progenitors lacked Six1 occupancy. Altogether, these data indicate that Six1 cannot substitute Six2 to drive nephrogenesis in mouse kidneys, thus demonstrating that the difference in physiological roles of Six1 and Six2 in kidney development stems from both transcriptional regulations of the genes and divergent biochemical properties of the proteins.

## Introduction

The duplication of developmental regulatory genes is one of the evolutionary driving forces leading to the diversity and complexity of higher eukaryotes. One of such multigene families encodes for the sine oculis (SIX) homeodomain transcription factors, which can be divided into three subfamilies—Six1/2, Six3/6, and Six4/5 based on their sequence and structure conservation (Kawakami et al., 2000; Kumar 2009). Each of these subfamilies is respectively duplicated from each of the three SIX genes in *Drosophila*—*so* (*sine oculis*), *ptix* (also known as DSix3), and DSix4 (Seo et al., 1999). These factors are found in diverse organisms ranging from flatworms to humans and are crucial for cell lineages that give rise to cranial sensory organs, brain, kidney, muscle and gonads. The three *Drosophila* SIX genes are thought to have arisen by duplication of a single ancestral gene, an event that occurred prior to the evolution of the Bilateria (Kawakami et al., 2000). Since the genome of most invertebrates contains only a single gene for each subfamily, the complexity of the SIX subfamilies has arisen by a further duplication of each SIX gene at the onset of vertebrate evolution.

The SIX family proteins are characterized by the presence of two evolutionarily conserved domains, the SIX-specific domain (SD) that mediates interactions with partner proteins and DNA binding homeodomain (HD). Both the N-terminus adjacent to the 5′ end of the SD and the C-terminus flanking the 3’ end of the HD are considerably variable in length with a very low degree of sequence conservation across all SIX family members (Kawakami et al., 2000; Kumar 2009). Evidence from multiple studies has revealed a remarkable similarity in the binding sites for Six1/2/4/5 (TCAGGTTC) (Suzuki-Yagawa et al., 1992; Kawakami et al., 1996; Spitz et al., 1998; Harris et al., 2000; Sato et al., 2002; Brodbeck et al., 2004). Analysis of the divergent C-terminal domains of the SIX proteins found that its presence increases the affinity of the HD for DNA (Hu et al., 2008). However, how the structural diversity of the C-terminal regions confers specificity in regulating target genes remains poorly understood.

Six1 and Six2 of the *so* subclass show spatiotemporally overlapping expression patterns in many tissues during development (Oliver et al., 1995; Abitua et al., 2015; Horie et al., 2018). For instance, SIX1 and SIX2 are coexpressed in human fetal nephron progenitors (O'Brien et al., 2016). Heterozygous SIX2 missense mutations were identified in patients with renal hypodysplasia characterized by reduced kidney size and/or maldevelopment of the renal tissue following abnormal organogenesis (Weber et al., 2008), while SIX1 mutations result in Branchio-Oto-Renal (BOR) or Branchio-Oto (BO) syndrome (Ruf et al., 2004; Okada et al., 2006; Kochhar et al., 2008), an autosomal dominant disorder characterized by abnormal development of the second branchial arch, otic with or without renal anomalies (Melnick et al., 1976; Fraser et al., 1980; Abdelhak et al., 1997a; Abdelhak et al., 1997b; Vincent et al., 1997; Kumar et al., 2000; Vervoort et al., 2002; Kochhar et al., 2007). Because of the overlapping expression of SIX1 and SIX2 in the fetal nephron progenitors, previous studies used chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) to address how much diversity exists among their transcriptional targets and found that ∼80% of SIX1-bound sites are shared by SIX2 (O'Brien et al., 2016). This led to the speculation that SIX1 and SIX2 may be functionally interchangeable in targeting common downstream genes in the nephron progenitors, despite SIX2 binding to more sites. However, it is difficult to test this possibility and decipher the difference in their biochemical activities in the human kidney.

In contrast, the expression of Six1 and Six2 in the mouse kidney only transiently overlaps in the metanephric mesenchyme (MM) before the onset of ureteric bud (UB) branching (Li et al., 2003; Xu et al., 2003; Self et al., 2006; Nie et al., 2011; Park et al., 2012; O'Brien et al., 2016). Kidney organogenesis in mice commences when the MM induces the UB to outgrow from the nephric duct and invade into the MM at ∼ E10.5-E11.0. The UB tip cells then induce the MM to form the cap mesenchyme (CM, also called nephron progenitors) surrounding the UB tip and subsequent reciprocal interactions between the CM and the UB tip cells lead to repeated UB branching to form the nephron tubules and collecting duct system. Throughout development, high levels of the Six2 expression are maintained in the nephron progenitors (Self et al., 2006; Park et al., 2012; O'Brien et al., 2016). Consistent with these differential expression patterns, germline Six2 deletion in mice leads to renal hypoplasia due to depletion of the nephron progenitors (Self et al., 2006), while Six1 knockout causes renal agenesis due to malformation of the MM (Li et al., 2003; Xu et al., 2003; Kobayashi et al., 2007; Nie et al., 2011; Xu and Xu 2015).

The non-overlapping expression between Six1 and Six2 in mouse nephron progenitors promoted us to examine if the forced expression of Six1 in the nephron progenitors can rescue Six2-deficient kidney phenotype by crossing a Six1 knockin into Eya1 locus (Eya1^Six1^) mouse model (Nie et al., 2010) with *Six2* ^*+/−*^ mice (Self et al., 2006). Eya1 is coexpressed with Six2 in the MM progenitors throughout kidney development and it acts upstream of Six2, but their gene products interact and Six2 mediates Eya1 nuclear translocation (Xu et al., 1999; Xu et al., 2014). To our surprise, analysis of *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ mice revealed that Six1 failed to rescue Six2-deficient kidney phenotype. We found that Six1 was able to mediate nuclear translocation of Eya1 and inhibit rapid premature differentiation of the progenitors that occurred in *Six2* ^*−/−*^ mice but failed to substitute for Six2 to renew and maintain the nephron progenitors. Hence, the Six1 and Six2 proteins are not functionally interchangeable in the nephron progenitors. We further performed ChIP-seq in ∼E13.5 Eya1^Six1/+^ kidneys to investigate if Six1 targets Six2-bound regulatory regions that are essential for the maintenance of nephron progenitors, as suggested in humans. Our analyses revealed that Six1 only selectively occupied a small subset of Six2 target sites, but many Six2-bound loci that are crucial to the renewal and differentiation of nephron progenitors lacked Six1 occupancy. Thus, these data demonstrate that Six1 and Six2 have not maintained equivalent biochemical properties since their divergence early in vertebrate evolution.

## Materials and Methods

### Animals and Genotyping

All animal protocols were approved by Animal Care and Use Committee of the Icahn School of Medicine at Mount Sinai (protocol #06-0822).

The Eya1^Six1/+^ (Nie et al., 2010) and *Six2* ^*+/−*^ (Self et al., 2006) were maintained at the Icahn School of Medicine at Mount Sinai Animal Facility. Mice were bred using timed mating, and noon on the day of vaginal plug detection was considered as E0.5.

### Histology, Immunohistochemistry, and *in situ* Hybridization

Histology, immunohistochemistry, and *in situ* hybridization were carried out according to standard procedures. Briefly, kidneys were fixed in 4% paraformaldehyde (PFA) for overnight at 4°C, dehydrated, and embedded in wax or OCT. Paraffin or frozen sections were generated at 6 μm of thickness. We used six embryos for each genotype at each stage for each probe and the result was consistent in each embryo. Probes for ISH were reported previously (Xu et al., 2014). Cy3-, Cy2-, Cy5-and FITC-conjugated secondary antibodies were used and Hoechst was used for nuclear counter-staining.

Primary antibodies: Anti-Six1 (12,891, Cell Signaling), -Six2 (MBS610128, MyBiosource), anti-Wt1 (sc-192, Santa Cruz Biotechnology), -Eya1 (25-067, Prosci Inc. and MABE1047, Sigma), and -PH3 (ab10543, Abcam).

### TUNEL Assays

The TUNEL assay was performed using the Apop Tag kit for *in situ* apoptosis fluorescein detection (S7110, Millipore-Sigma) following the manufacturer’s instructions.

### Cell Counts and Statistical Analysis

TUNEL- or PH3-positive MM progenitor cells on the peripheral side of branching UB were counted from 28 to 35 sections of 5 different kidneys and values represent average number of TUNEL^+^ or PH3^+^ cells (±standard deviations) per section (6 μm). Two-tailed Student’s *t* test was used for statistical analysis.

### Chromatin Immunoprecipitation Followed by Deep Sequencing

For Six1 ChIP, we used 40 kidneys from ∼E13.5 Eya1^Six1^ embryos. ChIP-seq was performed according to previous protocols with some modifications. Briefly, the kidneys were cross-linked with 1% formaldehyde at room temperature for 30 min and then homogenized and lysed in cold lysis buffer (50 mM HEPES–KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP–40, 0.25% Triton X-100, 1 × protease inhibitors), followed by spinning at 2000 g at 4°C, resuspending in cold wash buffer (10 mM Tris–HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1 × protease inhibitors) and spinning at 2000 g at 4°C in a benchtop centrifuge. Samples were then resuspended in 1 ml cold sonication buffer (10 mM Tris–HCl, pH 8.0, 2 mM EDTA, 0.1% SDS) and sonicated to 200–500 bp fragments using a Covaris S220 Focused-ultrasonicator. Sonicated chromatin was cleared by pelleting insoluble material at 13,000 RPM at 4°C, followed by preclearing with protein A/G beads and incubation with 1–2 µg antibody overnight (anti-Six1, Cell Signaling #12891) or 1–2 µg rabbit IgG as a negative control. Chromatin–antibody complexes were precipitated with protein A/G beads at 4°C for another 5 h. Immunoprecipitated complexes were subjected to series of wash steps with low salt buffer (20 mM Tris–HCl 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), high salt buffer (20 mM Tris–HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), LiCl wash buffer (10 mM Tris–HCl pH 8.0, 250mMLiCl, 1mMEDTA, 1%NP-40, 1% sodium deoxycholate) and TE plus NaCl, followed by elution and reverse crosslinking overnight at 65°C. The quality control of ChIPed DNA was performed with Qubit 2.0 Fluoremeter using dsDNA HS assay Kit (Q32854, ThermoFisher Scientific) and Agilent 2200 TapeStation System using High Sensitivity D1000 Reagents (5067–5585, Agilent). The pulldown and input control sequencing libraries were generated using the ThruPLEX DNA-seq Kit (R400429, Rubicon Genomics) and sequenced on Illumina NextSeq 500.

### Peak Calling, Annotation, and Motif Enrichment Analysis

Quality controls using FastQC (v0.11.2) (www.bioinformatics.babraham.ac.uk/projects/fastqc) were generated and raw sequencing reads were then aligned to the mouse mm10 genome using default settings of Bowtie (v2.2.0). Peak-calling was performed using MACS (v2.1.1) with various *p*-value cutoffs. The peak bed files were generated from peak calling against genomic input control or IgG control with the default setting (10^−5^ cutoff). The common peaks from these two bed files were used for subsequent analyses. The overlapping peaks of bed files were identified using the bedtools from Galaxy (https://usegalaxy.org/).

Motif enrichment analysis was performed using the Homer package (v4.8.3) (Heinz et al., 2010). The peak annotation and gene ontology analysis was performed using GREAT program (great.stanford.edu). The bamCoverage and coverage heatmap were generated by centering and scaling corrected ChIP-seq coverage using mean and standard deviation, and plotting normalized coverage across 3-kb centered on the Six1-enriched region.

### Data Access

ChIP-seq data sets have been submitted to the NCBI Gene Expression Omnibus (GSE189131).

## Results

### Forced Expression of Six1 in Nephron Progenitors Fails to Rescue *Six2* ^*−/−*^ Kidney Phenotype

The nephron progenitors on the peripheral side of the branching UB tip self-renew to replenish to generate a sufficient number of nephrons. In contrast, the progenitors on the ventral side of the branching UB tip undergo a mesenchyme-to-epithelial transition to form pretubular aggregates (PTAs), which then epithelialize to form renal vesicle (RVs)—the primordia of nephron tubules. Six2 is highly expressed in the multipotent nephron progenitors, and Six2 knockout leads to rapid RV formation and depletion of the nephron progenitors, resulting in hypoplastic kidneys (Self et al., 2006). To examine the functional equivalence between Six1 and Six2 during nephrogenesis, we tested whether forced expression of Six1 in the nephron progenitors can rescue Six2-deficient kidney phenotype by crossing *Six2* ^*+/−*^ mice with a Six1 knockin mouse model expressing Six1 under Eya1 transcriptional regulatory control (Eya1^Six1^) (Nie et al., 2010).

Eya1 is coexpressed with Six1 in the uninduced MM (Xu et al., 2003; Xu and Xu 2015) and with Six2 in the CM, and it is upstream of Six2 (Xu et al., 2014). We previously reported that renal agenesis associated with Six1-deficienc*y* can be rescued in *Eya1* ^*Six1/+*^ *;Six1* ^*−/−*^ mice (Nie et al., 2010). However, to our surprise, forced expression of Six1 failed to rescue Six2-deficient hypoplastic kidneys at E14.5–17.5 (*n* = 8, Figures 1A,B). Quantitative analysis of kidney size showed that the length of Eya1^Six1/+^ kidney was ∼104 ± 5% (*n* = 6, *p* = 0.0375) at E14.5 and ∼101 ± 3% (*n* = 8, *p* = 0.0418) at E17.5 of the wild-type, while the length of *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ kidney was ∼106 ± 5% (*n* = 8, *p* = 0.0357) at E14.5 and ∼114 ± 7% (*n* = 8, *p* = 0.0208) of *Six2* ^*−/−*^ littermate. Histological analysis and immunostaining for Wt1, which is expressed in the CM, PTAs, RVs and differentiating podocytes, revealed that both *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ mice lacked the nephron progenitors in the outmost nephrogenic zone where the UB branching morphogenesis normally takes place (Figures 1C,D). Similar observation was obtained when we used Eya1^CreER^ to induce Six1 expression in the MM by tamoxifen administration (*Eya1* ^*CreER*^ *;R26-Six1mCherry*) and tested its ability to restore kidney development in *Six2* ^*−/−*^ (data not shown). Thus, these findings demonstrate that the expression of Six1 in the MM cells under the Eya1 transcriptional regulatory control cannot functionally substitute for Six2 to maintain the nephron progenitor cells during mouse kidney development.

**FIGURE 1:**
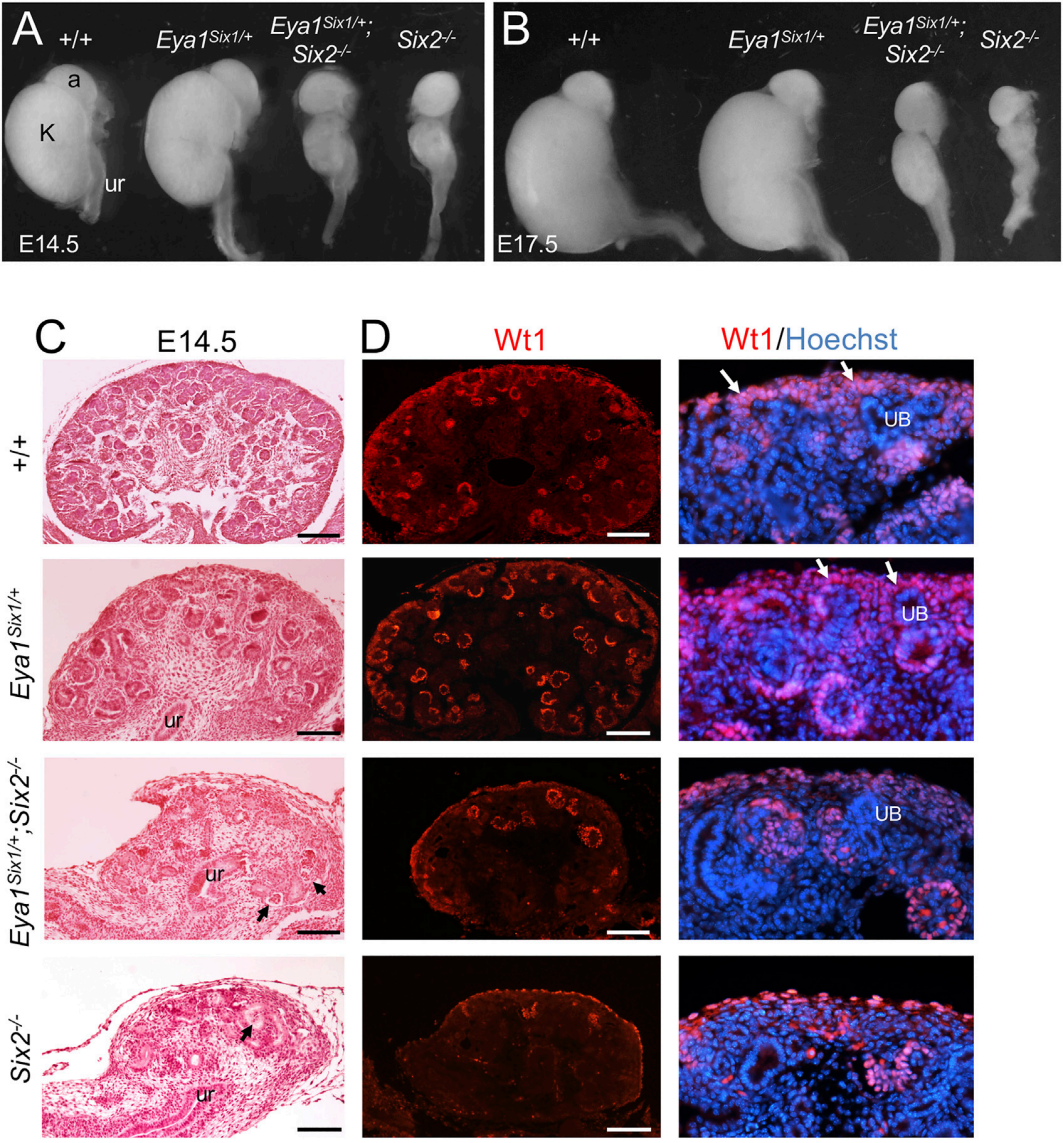
Forced expression of Six1 in the MM cells under Eya1 transcriptional control cannot rescue the Six2-deficient kidney phenotype. **(A,B)** Kidneys of wild-type, Eya1^Six1/+^, *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ at E14.5 and E17.5. **(C)** Hematoxylin and Eosin-stained sections of wild-type, Eya1^Six1/+^, *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ kidneys at E14.5. Arrows point to glomerulus-like structures. **(D)** Anti-Wt1 immunostaining on sections showing depletion of Wt1-labeled nephron progenitors (white arrows) in the outmost region of both *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ kidneys. Panels on the right are higher magnification of the panels on the left. Abb. a, adrenal gland; k, kidney; ub, ureteric bud; ur, ureter. Scale bars: 100 μm.

### Six1 Inhibits Rapid Differentiation of the Nephron Progenitors Caused by Six2 Knockout

We next examined whether there is a partial rescue at earlier stages, from the first “T” bud stage at E11.5. As reported previously (Self et al., 2006), the progenitors within the entire MM surrounding the branching UB underwent premature differentiation to form PTA- or RV-like structures in *Six2* ^*−/−*^ embryos at E11.5 (Figure 2D) and RV-like structures surrounded the entire UB at E12.5 (Figures 2H,L). In contrast, *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ MM progenitors surrounding the branching UB appeared less dense than those in Eya1^Six1/+^ or wild-type littermate controls at E11.5 (Figures 2A–C), but they did not commit to an overall RV fate, as shown by histological analysis and anti-Wt1 immunostaining (Figures 2C,G,K). This observation was consistent with the expression pattern of Wnt4, which is one of the earliest markers labeling differentiating nephron structure PTAs at E11.5 and RVs at E12.5 on the ventral side of the branching UB (Figures 2M,N,Q,R). Differing from the relatively uniform expression of Wnt4 throughout the entire MM in *Six2* ^*−/−*^ embryos (Figures 2P,T), *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ embryos did not display a global activation of Wnt4 in the entire MM and higher levels of Wnt4 expression was detected on the ventral side of the branching UB at E11.5 (Figure 2O). However, the pattern of Wnt4 expression appeared abnormal at E12.5 (Figure 2S) compared to those in Eya1^Six1/+^ littermate controls (Figures 2Q,R). By E12.5, the UB typically has completed second branching in control embryos (Figures 2E,F,I,J). In *Six2* ^*−/−*^ embryos, the first branching T-shaped UB appeared as a single tube, and the UB tips were not induced to undergo second branching due to the depletion of the MM progenitors (Figures 2D,H,L,P,T). In contrast, *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ UB tips appeared to be induced and expanded to invade the MM to initiate (Figure 2K) or undergo second branching (Figure 2G), but the second branching was either incomplete or abnormal. Thus, while the UB development in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ is arrested at the second branching, Six1 expression in *Six2* ^*−/−*^ MM appears to prevent premature mesenchyme-to-Epithelial Transition

**FIGURE 2:**
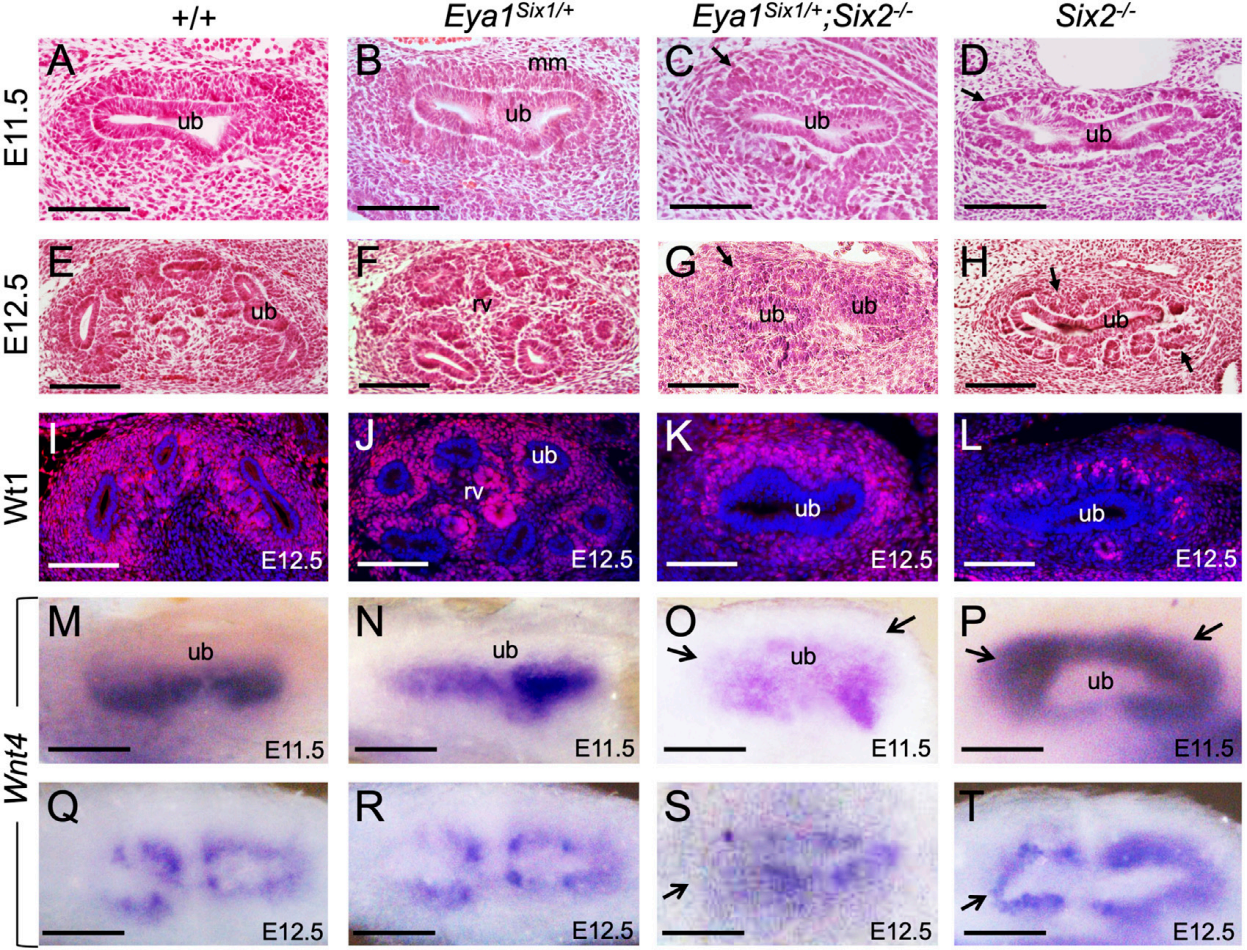
Forced expression of Six1 in the MM progenitors appears to inhibit their rapid epithelization induced by Six2 knockout. **(A–H)** Hematoxylin and Eosin-stained kidney sections of wild-type **(A,E)**, Eya1^Six1/+^ **(B,F)**, *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ **(C,G)** and *Six2* ^*−/−*^ **(D,H)** at E11.5 and E12.5. *Six2* ^*−/−*^ displayed aggregates at E11.5 and RVs at E12.5 in the MM (metanephric mesenchyme) surrounding the branching UB (ureteric bud) (arrows in D,H). Arrows in panels C and G indicate the absence of PTAs or RVs within the MM cells of *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^. **(I–L)** Anti-Wt1 immunostaining on sections of wild-type, Eya1^Six1/+^, *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^, and *Six2* ^*−/−*^ kidneys at E12.5. Note that the kidney development in panel K was slightly delayed. **(M–T)** Whole-mount *in situ* hybridization showing Wnt4 expression in differentiating progenitors in wild-type, Eya1^Six1/+^ and *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and its global activation in *Six2* ^*−/−*^ MM at E11.5 and E12.5. Arrows in O and S indicate the absence of Wnt4 activation in the MM progenitors at UB tips. Arrows in P and T indicate ectopic Wnt4 activation in the MM of *Six2* ^*−/−*^ embryos. Scale bars: 100 μm.

### Six1 Cannot Substitute for Six2 to Maintain the Nephron Progenitors

As we noticed that the MM in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ is not as dense as in Eya1^Six1/+^, we sought to examine whether Six1 can rescue cell survival or proliferation defects in *Six2* ^*−/−*^ embryos. TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) assay revealed a noticeable degree of apoptosis throughout the MM areas, as a marked increase in the number of TUNEL^+^ cells in the MM was detected in both *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ (Figures 3A,C). It should be noted that increased apoptosis was also observed in the branching UB of *Six2* ^*−/−*^ embryos at E11.5 (Figure 3A). In contrast, anti-PH3 (phosphohistone H3)-labeled mitotic cells in the MM were decreased in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and more decreased in *Six2* ^*−/−*^ littermate embryos (Figures 3B,D). These data suggest that while Six1 appears to prevent premature epithelialization of the progenitors, it is not able to substitute the essential role of Six2 in nephron progenitor renewal and survival, thus leading to depletion of the nephron progenitors and arrest of nephrogenesis during second UB branching in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ embryos.

**FIGURE 3:**
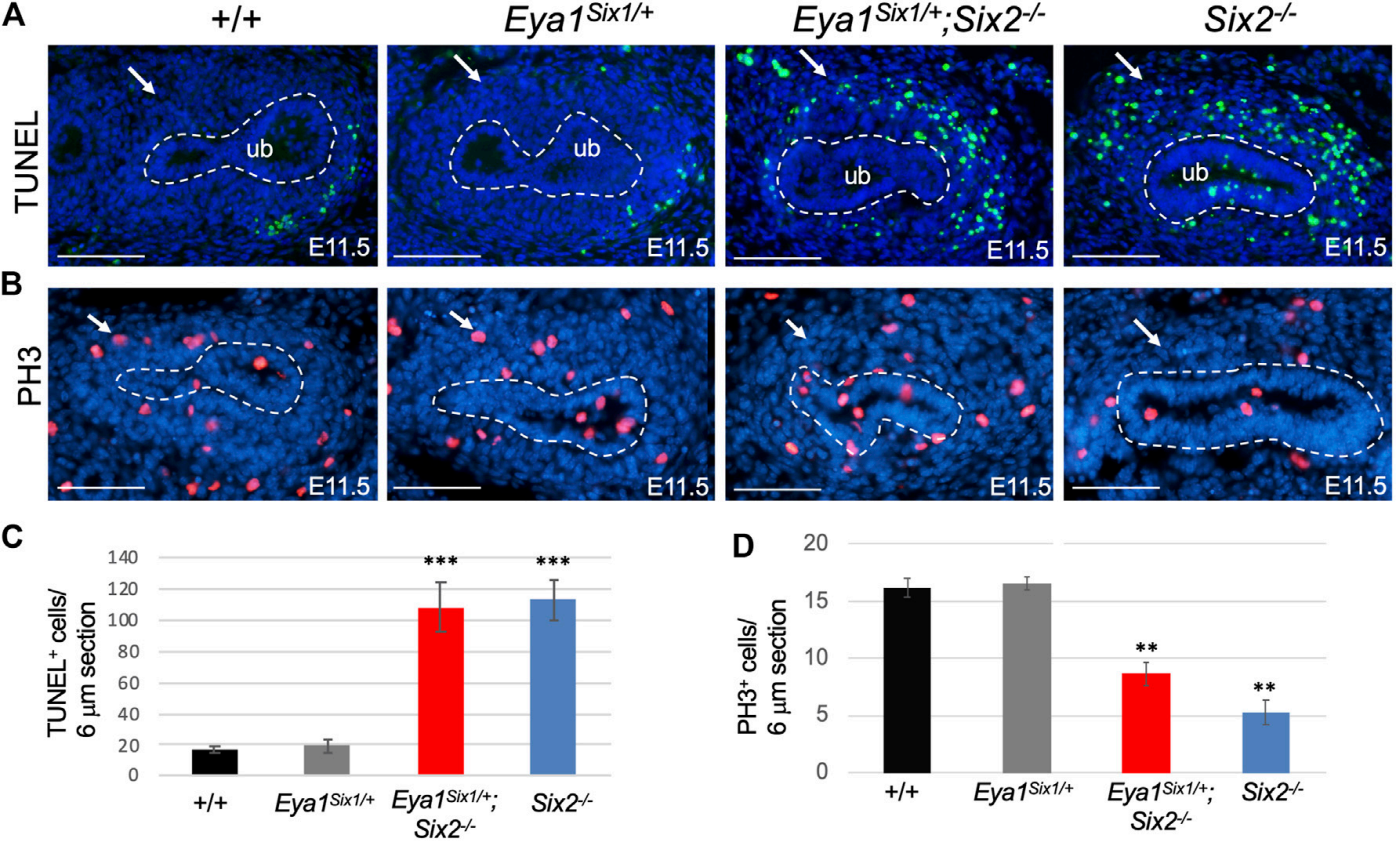
Six1 fails to rescue defective progenitor cell proliferation and cell death associated with Six2-deficiency. **(A,C)** TUNEL labeling on kidney sections at E11.5 showing increased apoptosis in the MM of *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ mutants (arrows in A), and quantification of TUNEL^+^ cells in the MM **(C)**. Note that increased apoptosis was also observed in the UB of *Six2* ^*−/−*^ embryos. **(B,D)** Anti-PH3 (Phosphohistone H3) staining showing reduced PH3^+^ mitotic cells in the MM of *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and more reduced in *Six2* ^*−/−*^ mutant than in wild-type or Eya1^Six1/+^ controls (arrows in B) and quantification of PH3^+^ mitotic MM cells **(D)**. Scale bars: 100 μm. For quantification, TUNEL^+^ or PH3^+^ MM progenitor cells were counted from 28 to 35 sections of 5 different kidneys and values represent average number of TUNEL^+^ or PH3^+^ cells (±standard deviations) per section (6 μm). Data from Eya1^Six1/+^, *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ or *Six2* ^*−/−*^ were compared with wild-type. ***p-value < 0.001 and **p-value < 0.01.

### Six1 Mediates Nuclear Localization of Eya1 in the Nephron Progenitors

Loss of either Eya1 or Six2 in the nephron progenitors leads to increased cell death and reduced proliferation (Figure 3) (Self et al., 2006; Xu et al., 2014). We therefore performed ISH to confirm Six1 expression in the MM progenitors on the peripheral side of the branching UB in Eya1^Six1/+^ at E11.5, compared to no expression in wild-type or *Six2* ^*−/−*^ littermates (Figure 4A). In *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^, the MM appeared smaller in size as outlined by the Six1 expression (Figure 4A). We previously reported that although Eya1 mRNA is expressed in *Six2* ^*−/−*^ MM progenitors, Eya1 protein is localized in the cytoplasm of *Six2* ^*−/−*^ MM progenitors and its nuclear translocation depends on Six2 activity (Xu et al., 2014). In *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ embryos, the Eya1^+^ domain was comparable to that seen in *Six2* ^*−/−*^ littermates, both of which were smaller in size than in control littermates (Figure 4B). Notably, however, anti-Eya1 immunostaining revealed nuclear localization of Eya1 in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ MM progenitors, in contrast to its cytoplasmic localization in *Six2* ^*−/−*^ MM cells (Figure 4C). Thus, Six1 is also able to mediate nuclear translocation of Eya1 in the progenitors in the absence of Six2. This observation is consistent with the previous finding that Six1 or Six2 but not Six3 can mediate nuclear translocation of Eya1 when coexpressed in HEK293 cells (Buller et al., 2001).

**FIGURE 4:**
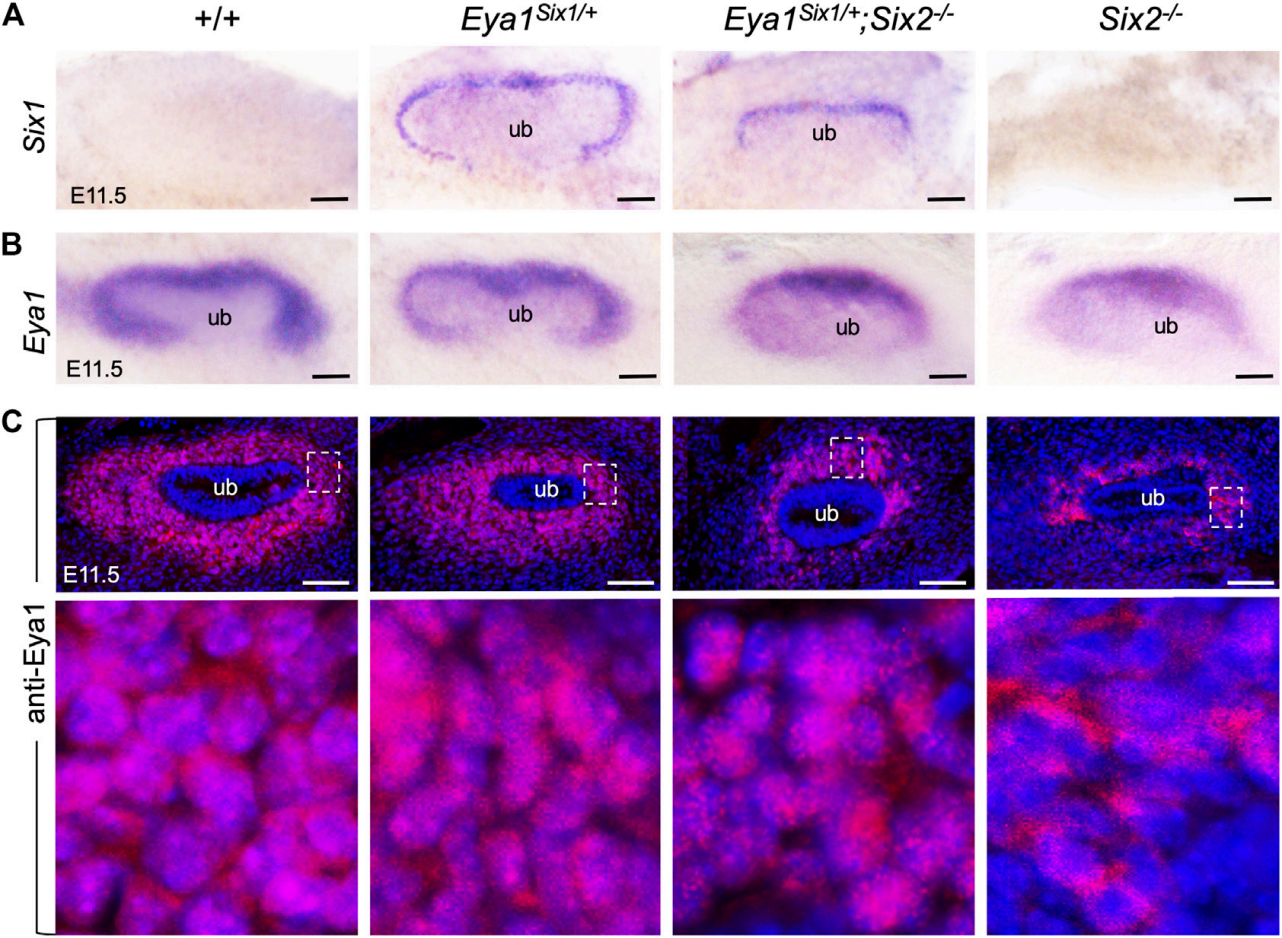
Six1 can mediate the nuclear translocation of Eya1 in the absence of Six2. **(A,B)** Whole-mount *in situ* hybridization for Six1 **(A)** and Eya1 **(B)** in the kidney rudiments of wild-type, *Eya1* ^*Six1/+*^ *, Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ embryos at E11.5. **(C)** Anti-Eya1 immunostaining on kidney sections of E11.5 wild-type, *Eya1* ^*Six1/+*^ *, Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ and *Six2* ^*−/−*^ embryos. Lower panels are higher magnification of the boxed areas. Scale bars: 50 μm.

We further examined whether Eya1 expression can be maintained in the MM progenitors of *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ embryos at later stages. As shown by whole-mount ISH (Figure 5A), Eya1 expression was strongly detected in the MM progenitors of wild-type or Eya1^Six1/+^ littermate kidneys at E12.5, but only residual Eya1 transcripts were observed in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ kidneys. Consistent with our previous observation (Xu et al., 2014), anti-Eya1 immunostaining revealed higher levels of Eya1 protein expression in the CM and lower levels in the differentiating RVs of wild-type or Eya1^Six1/+^ kidneys (Figure 5B). Co-immunostaining with a Six1-specific antibody confirmed co-expression of Six1 with Eya1 in Eya1^Six1/+^ but not in wild-type kidneys (Figure 5B). However, in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ kidneys, neither Eya1 nor Six1 protein expression was observed. Thus, Six1 cannot replace Six2 to maintain Eya1 expression in the MM progenitors in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ at E12.5.

**FIGURE 5:**
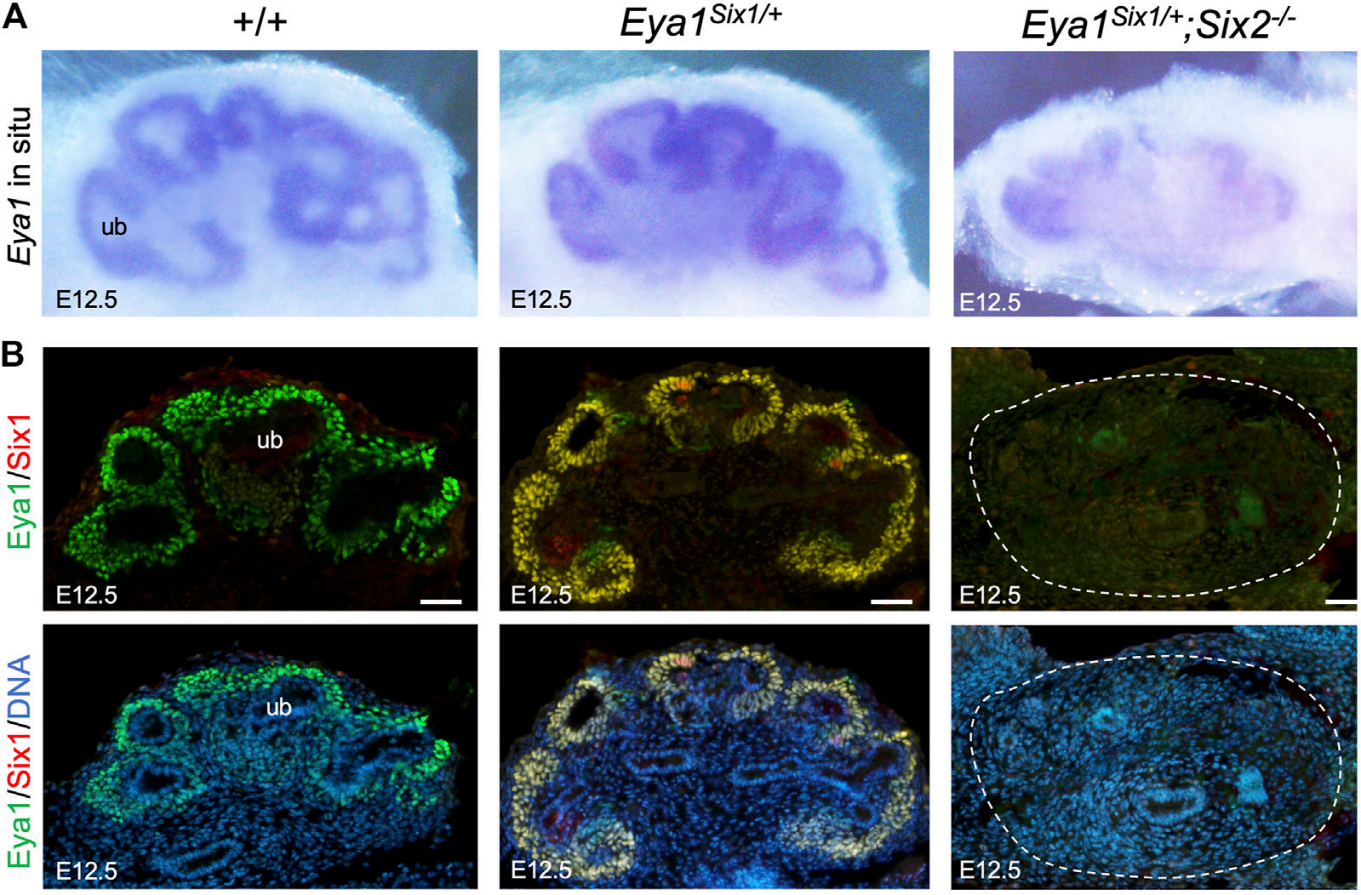
Eya1 protein expression is not maintained at later stages in the absence of Six2. **(A)** Whole-mount *in situ* hybridization for Eya1 in the kidneys of wild-type, Eya1^Six1/+^, and *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ at E12.5. **(B)** Anti-Eya1 and -Six1 co-immunostaining on kidney sections of E12.5 wild-type, Eya1^Six1/+^, and *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ embryos. Hoechst was used for nuclear counter-staining. ub, ureterci bud. Scale bars: 50 μm.

Genome-wide ChIP-seq analysis identifies selective binding of Six1 to a subset of Six2 targets essential for nephron progenitor cell maintenance but no co-occupancy of Six1 with Six2 to genes involved in nephron differentiation such as Wnt4, Fgf8, and Pax8.

Our data suggest that Six1 cannot drive developmental programs regulated by Six2 to expand and maintain the nephron progenitors, thus implying that Six1 cannot target Six2-occupied sites in the nephron progenitors. In the human kidney, while ChIP-seq identified more SIX2 binding sites than SIX1, ∼81% (1307 of 1610 peaks) of SIX1 peaks overlapped with SIX2 peaks (∼20.8% of 6276 SIX2 peaks) (O'Brien et al., 2016). However, the functional cooperation and relative contributions of SIX1 versus SIX2 to progenitor cell maintenance and differentiation remain unknown. To directly address the potential functional differences between the mouse Six1 and Six2, we performed ChIP-seq to map Six1-bound regions genome-wide in Eya1^Six1/+^ kidneys. 

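The data behind this experiment are a list of Six1 peaks from kidneys of Eya1 Six1/+ embryos, in which Six1 is knocked in to the Eya1 locus and expressed with Eya1 in the nephron progenitors. Chromatin from 40 kidneys was precipitated with an anti-Six1 antibody and sequenced as 1 library, beside 1 library of genomic input DNA and 1 IgG ChIP library as controls. The stage is given as ∼E13.5 in the paper and as E13.5 to E14 in the protocol of the sample labels, and the description of the Six1 library holds a tag that can be read as day 14.5. The authors aligned the reads to mm10 with Bowtie2 2.2.0, called peaks with MACS2 2.1.1 against the input and against the IgG control, and by their methods used the peaks common to both calls. The deposited list gives the chromosome, start and end of each peak and no height, fold enrichment or p-value, so the depth of the libraries is unknown here and peaks could be ranked only by their width. The Six1 ChIP has no replicate, and no p-value is given for any peak or gene. Shares of peaks are given with exact Clopper-Pearson 95% intervals, which cover counting error only. Each peak was placed by its centre relative to the TSSs of all transcripts in GENCODE release M21, on GRCm38, the assembly behind mm10. To find peaks in repeated sequence, the central 100 bp of each peak was compared with the autosomes, X and Y, and a peak was called multi-copy when at least 2 other places matched it with 90% identity or more over at least 90 bp. The shares below depend on the set of TSSs, on the distance limits and on whether multi-copy peaks are kept.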

Immunohistochemistry with a Six1-specific antibody confirmed Six1 protein expression in the CM of Eya1^Six1/+^ at E16.5 (Figure 6A), indicating the stability of the overexpressed Six1 protein in the nephron progenitors. We then used kidneys ∼ E13.5 for Six1 ChIP-seq to avoid differentiating structures, and the peak bed files were generated from MACS peak calling against both genomic input DNA and IgG ChIP-seq controls with the default setting (10^−5^ cutoff). Peak calling identified 148 and 2527 Six1 peaks respectively from two different datasets, and we focused on the 2527 peaks (2206 genes) for subsequent analyses and comparison with our recent Six2 ChIP-seq data sets on wild-type kidneys at the same developmental stage (Li et al., 2021) (Figures 6B,C, Supplementary Tables S1,S2). 

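The Six1 peaks lay on 21 chromosomes and covered 756 kb of mm10. The list held 2527 peaks, and its first 1999 rows, the part of Table S1 used here, matched Table S1 row by row. The deposit names it as common peaks, and the paper says of the common peaks and of these 2527 that they were used further. Its text does not state which control or dataset each of its peak counts comes from. Whether every peak was called against both controls is therefore not certain here. The median width was 259 bp, with quartiles of 205 and 345 bp, and 282 peaks had the same width of 185 bp. The widest peak, 5914 bp on chromosome 17 from 39842953 to 39848866, lay in a ribosomal RNA sequence next to the TSS of Gm26917. The peak of 1190 bp at Gm10800 on chromosome 2, from 98666149 to 98667338, matched 47 places of the genome, and the peak of 890 bp at Gm10801, from 98662178 to 98663067, matched 8. A peak of 929 bp at Gm13034 on chromosome 4 matched 7 places. The other 6 of the 10 widest peaks were single-copy and lay at promoters: those of 3110070M22Rik (1094 bp), Tlnrd1 (1077 bp), Zbtb46 (1020 bp), Atad2b (935 bp), Gm49361 (865 bp) and Klf13 (863 bp). Zbtb46 and Klf13 encode zinc finger transcription factors. In all, 465 peaks were multi-copy (18.4%, 95% interval 16.9 to 20.0). When each peak was given to its nearest protein-coding TSS within 500 kb, 2487 peaks were assigned to 2205 genes.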

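The Six1 peaks shared with Six2 were found from Table S3, which lists 199 regions of Six2 enrichment. All 199 had at least 1 bp in a Six1 peak, and they fell on 190 Six1 peaks (95% interval of the share 6.52% to 8.62%). The shared peaks were wider, with a median of 319.5 bp against 255 bp for the other 2337 peaks. Of the 190, 145 were single-copy, and 136 of these 145 lay within 1 kb of a TSS. The widest of the 145 were the peak in the ribosomal RNA sequence on chromosome 17, which the assembly holds once, and those at the promoters of Zbtb46, Gm49361, Klf13, Lats1 (803 bp), Pard3b (715 bp), Nrp2 (654 bp), Mgea5 (641 bp), Gm44965 (639 bp) and Igdcc3 (619 bp). Lats1 encodes a kinase of the Hippo pathway, Nrp2 a receptor for semaphorins and VEGF, Pard3b a cell polarity protein, and Mgea5, also called Oga, the enzyme that removes O-GlcNAc from proteins. The other 45 shared peaks were multi-copy. Of these, 9 lay together on chromosome 9 between 3001145 and 3038330, 5 on chromosome 8 between 123575386 and 123624418, and 3 on chromosome 2 around Gm10800 and Gm10801. The multi-copy share was 23.7% (95% interval 17.8 to 30.4) among the shared peaks and 18.0% (16.4 to 19.6) among the others, a difference that did not pass the two-sided Fisher's exact test (p = 0.0637). The promoter share was 82.6% among the shared peaks and 73.4% among the others (two-sided Fisher's exact test, p = 0.00444). With protein-coding TSSs only, it was 73.7% (95% interval 66.8 to 79.8) and 68.2% (66.3 to 70.1). The shared peaks had the higher share with both sets of TSSs. With protein-coding TSSs the intervals overlap and the difference was not tested, so whether it exceeds counting error there is not known. Both tests compare peaks of this 1 library and treat them as independent, which peaks lying together in repeats may not be. Table S3 holds only regions already chosen for overlap, so the overlap that chance would give was not estimated.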

Only 190 Six1 regions (∼7.5%) overlapped with Six2 peaks (Supplementary Table S3), but ∼41% of putative Six1 target genes (906 out of 2206 genes) were shared with Six2 (Supplementary Table S4). 

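Six1 peaks were found mainly at promoters. Of all peaks, 1872 (74.1%, 95% interval 72.3 to 75.8) had their centre within 1 kb of a TSS, against a mean of 6.27% (range 4.67% to 8.07%) in 1000 sets of positions drawn at random on the same chromosomes. A further 151 peaks (5.98%) lay 1 to 3 kb from a TSS. The rest comprised 325 peaks (12.9%) in distal intergenic regions, 108 (4.27%) in introns, 46 (1.82%) in other exonic sequence, 17 in UTRs and 8 downstream of genes. Between 5 and 500 kb from the nearest TSS were 452 peaks (17.9%, 95% interval 16.4 to 19.4), of which 311 were intergenic and 93 intronic. Of these 452 distal peaks, 313 (69.2%, 95% interval 64.8 to 73.5) were multi-copy, against 94 of the 1872 promoter peaks (5.02%). Among the 2062 single-copy peaks, 86.2% lay within 1 kb of a TSS and 6.74% at 5 to 500 kb. Median GC content was 71.3% in all peaks, against 44.3% in windows of the same width 5 kb to each side of them. It was 73.3% in the single-copy promoter peaks and 63.4% in the multi-copy peaks, for whose own windows it was not computed. With a single TSS per protein-coding gene, the 5'-most, a setting chosen after seeing the data, the share at 5 to 500 kb was 29.6%.

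**Figure D1:**
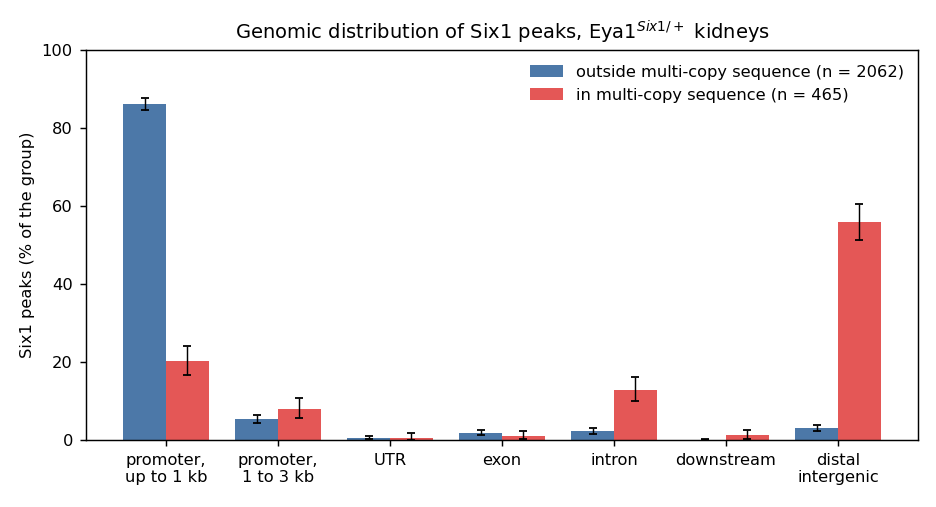
Share of Six1 peaks in each annotation class, in percent, for the 2062 peaks outside and the 465 peaks in multi-copy sequence; whiskers are exact 95% intervals. Promoter peaks make up 86.2% of the first group, and distal intergenic peaks are the largest class of the second.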

While a significant fraction of Six1 peaks were located near the promoter, ∼29% were found between 5–500 kb of TSSs (transcriptional start sites) and the majority of these peaks were distributed within intronic and intergenic regions (Figure 6D). 

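The site TCAGGTTC, which the paper gives for Six1, Six2, Six4 and Six5, was searched on both strands of each Six1 peak. It occurred in 65 of the 2527 peaks (2.57%, 95% interval 1.99 to 3.27), in 1.37% (1.06 to 1.72) of the windows of the same width 5 kb to each side, and on average in 0.554% of peaks (range 0.198% to 0.91%) over 100 shuffles that kept dinucleotide counts. Of the 65 peaks, 49 were multi-copy. The site was present in 10.5% of the multi-copy peaks (7.90 to 13.7) and in 2.15% of the windows beside them. Outside multi-copy sequence, a grouping added after seeing the data, 16 of 2062 peaks (0.776%, 0.444 to 1.26) held it, against 1.19% (0.88 to 1.57) of their windows and a mean of 0.458% (range 0.145% to 0.776%) in shuffles of these peaks. They comprised 11 of 1778 promoter peaks and 5 of the 284 peaks farther than 1 kb from a TSS (1.76%, 0.574 to 4.06, against 0.704%, 0.192 to 1.79, of their windows). Of the 190 peaks shared with Six2, 2 held the site (1.05%, 0.128 to 3.75), against 10 of 380 of their windows (2.63%, 1.27 to 4.79). When 1 mismatch was allowed, 19.9% of the peaks and 24.9% of the windows had a match.

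**Figure D2:**
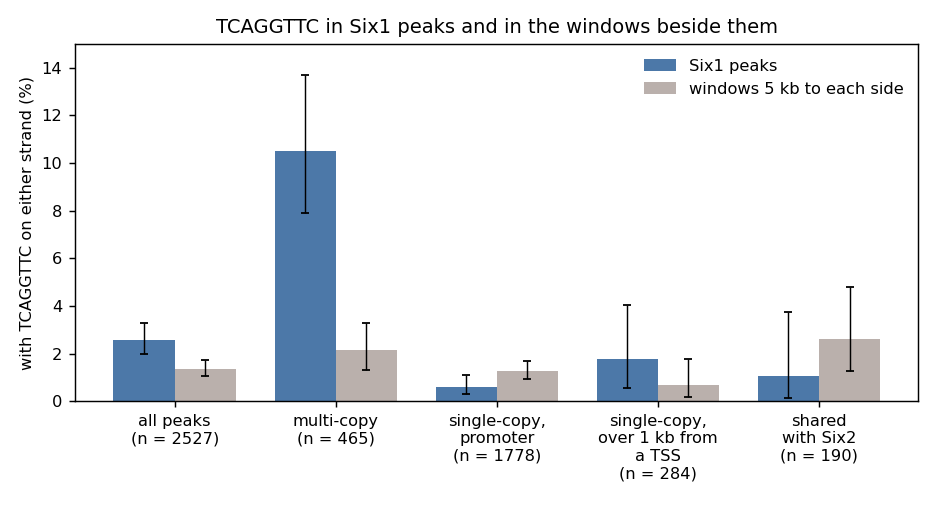
Share of Six1 peaks, and of windows of the same width 5 kb to each side, with TCAGGTTC on either strand, in percent; whiskers are exact 95% intervals and n is the number of peaks. The multi-copy peaks stand highest, at 10.5%.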

Homer *de novo* motif search revealed that Six1 or Six2 motifs were not among the top mostly enriched motifs in the Six1 peaks (Figure 6E). 

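Short sequences shared by many Six1 peaks were counted as 10-mers on either strand, a count added after seeing the peaks. Homer was not used here. Promoter peaks and multi-copy peaks shared different sequences. In the 1778 single-copy promoter peaks the commonest 10-mers were CCGCCGCCGC in 332 peaks (18.7%) and CGCCGCCGCC in 327 (18.4%), and GCCCCGCCCC, which holds the GC box bound by Sp1, was in 151 (8.49%). In the windows beside these peaks CCGCCGCCGC occurred in 0.0562% and GCCCCGCCCC in 0.366%. In the 465 multi-copy peaks the commonest were GCCACCTTCC in 98 peaks (21.1%) and GCTCCAGACA in 93 (20.0%), against 0.215% and 0.108% of their windows. These 10-mers were picked as the commonest in the same peaks, and no shuffles were made for them. Taken over all peaks, the windows are also poorer in GC, so these shares cannot separate a shared motif from base composition. The commonest 10-mer that holds TCAGGT, the start of TCAGGTTC, was AGTCTCAGGT, which is part of the motif drawn for SIX1 in Fig. 6E. It was found in 43 peaks, and all 43 were multi-copy. None of the 2062 single-copy peaks held it, a count of 0 that allows a share of up to 0.145%.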

Motifs for transcription regulators RELB, Stat3, Tcf21, Osr2, and Smad4 are among the top five enriched motifs. Gene Ontology (GO) analyses using GREAT did not identify nephron-specific terms, but revealed overrepresentation of genes associated with chromatin modification, histone modification, and transition of mitotic cell cycle (Figure 6F).

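Promoter peaks of Six1 were counted in lists of genes for histone modification, chromatin complexes, the G1/S transition and signalling. Of all protein-coding genes, 1756 of 21911 (8.01%) had a peak within 1 kb of a TSS. The lists named here follow the terms in Fig. 6F, so they are not independent of these peaks. Among histone acetyltransferases and their partners, 9 of 25 genes (36.0%) had a promoter peak, among them Ep300, Kat2a, Kat6b and Trrap. The same held for 7 of 20 histone demethylases (35.0%), among them Kdm1b, Kdm2a, Kdm3b and Kdm5c, and for 4 of 26 histone methyltransferases (15.4%), which were Kmt2a, Kmt2c, Nsd1 and Kmt5b. In PRC1, a polycomb complex that ubiquitinates histone H2A, 7 of 21 genes (33.3%) had one: Rnf2, Cbx4, Rybp, Yaf2, Kdm2b, Bcor and Scmh1. In SWI/SNF, which remodels nucleosomes, 6 of 25 genes (24%) had one: Smarca4, Smarcb1, Smarcd2, Arid1a, Arid1b and Ss18. Of 39 genes of the G1/S transition, 11 (28.2%) had a promoter peak, including Ccne1, Cdk4, Rb1 and E2f1. Of 25 genes of TGF-β, BMP and Smad signalling, 9 (36.0%) had one, including Smad2, Smad4, Bmpr1a and Tgfbr2. Of 18 negative regulators of Hedgehog signalling, 5 (27.8%) had one, including Ptch1 and Gli3, and of 31 ubiquitin ligases and their subunits, 12 (38.7%) had one, including Huwe1 and Mdm2.
The share rose with the CpG content of the promoter, from 0 of 2192 genes in the lowest of 10 bins to 652 of 2191 (29.8%) in the highest. Each list was therefore compared with 10000 random lists of the same size, drawn from all protein-coding genes and, second, matched in promoter CpG content. More genes had a peak than in 98.8% or more of the unmatched lists for each list named above except the histone methyltransferases (84.6%). Against matched lists, the acetyltransferases were above 95.3%, the G1/S genes above 97.3% and the ubiquitin ligases above 96.9% of lists, the demethylases above 93.6%, the Smad genes above 87.9%, the Hedgehog regulators above 87.4%, PRC1 above 78.5%, SWI/SNF above 54.4% and the methyltransferases above 10.1%. These percentiles describe this 1 peak list and are not p-values.

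**Figure D3:**
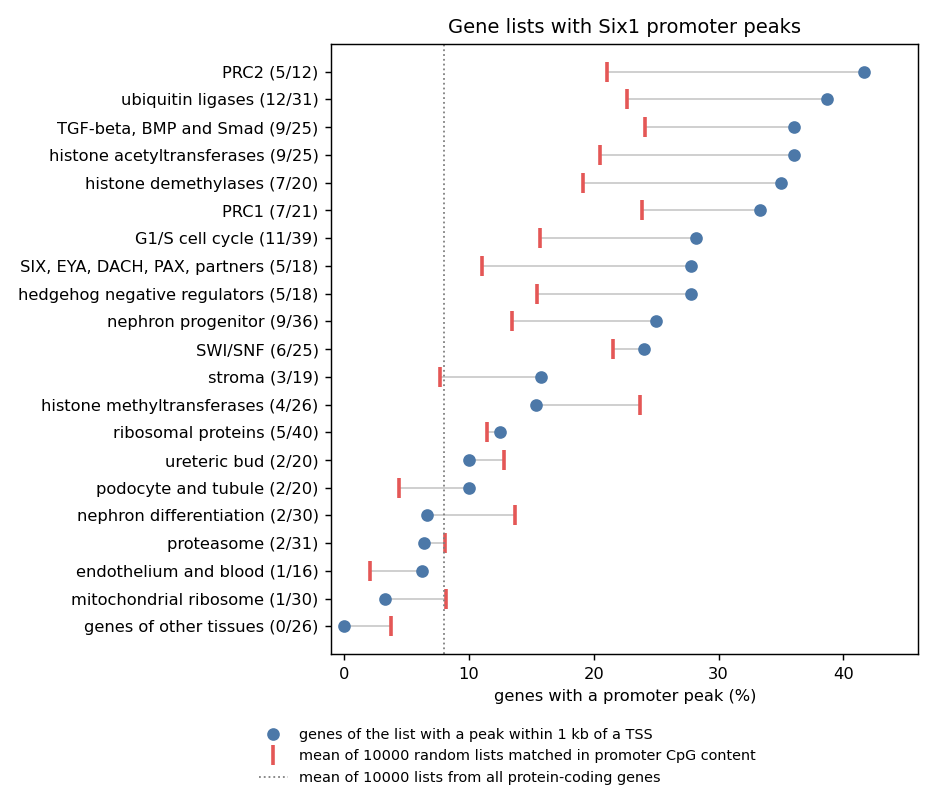
Share of genes with a Six1 peak within 1 kb of a TSS, in percent, for each gene list (circles; genes with a peak and genes in the list in parentheses), with the mean of 10000 random lists matched in promoter CpG content (bars) and of lists from all protein-coding genes (dotted line). The circle of SWI/SNF lies close to its matched mean, and that of the histone methyltransferases lies below it.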

**FIGURE 6:**
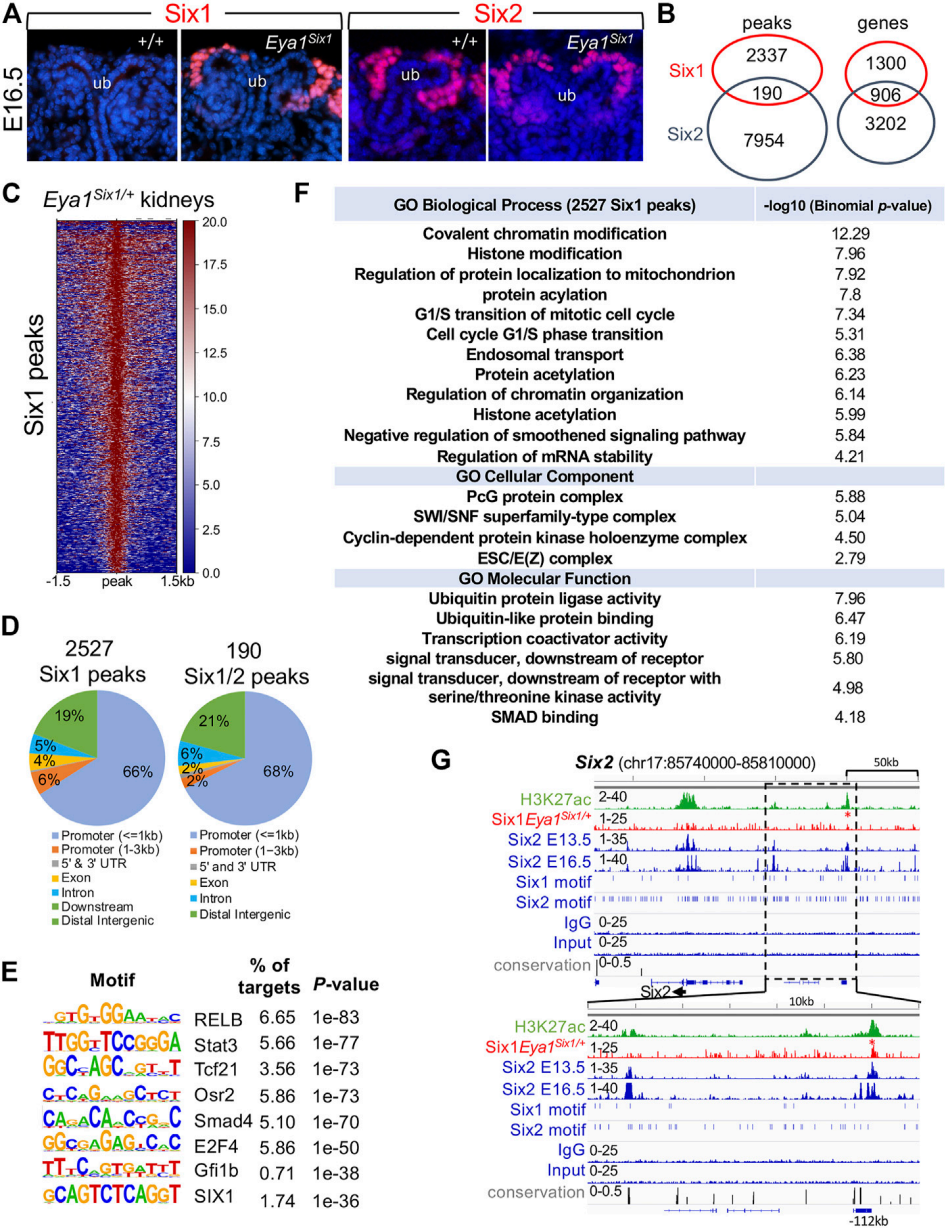
Anti-Six1 immunostaining reveals the stability of overexpressed Six1 protein in the nephron progenitors, and genome-wide Six1 binding analysis shows occupancy by Six1 in E13.5 Eya1^Six1/+^ kidneys. **(A)** Immunostaining with a Six1-or Six2-specific antibody showing high levels of the overexpressed Six1 in the cap mesenchyme (CM) surrounding the tips of the ureteric bud (UB) of Eya1^Six1/+^ kidneys at E16.5, similar to that of Six2 expression. **(B)** Venn diagram indicating overlap of Six1-and Six2-binding sites or putative targeted genes in E13.5 kidneys. **(C)** Heatmaps showing Six1 peaks within a -1.5-kb/+1.5-kb window centered on all peaks in Eya1^Six1/+^ kidneys. **(D)** Genomic distribution of Six1 or common Six1/Six2 peaks. UTR, untranslated region. **(E)** Sequence logos of the top enriched motifs identified from Homer *de novo* motif analysis, letter size indicates nucleotide frequency. Percentage of target sites in Six1 peaks with the significance of motif occurrence (*p*-value) is indicated. **(F)** Gene ontology (GO) analysis of Six1 peaks. **(G)** Genomic browser visualization of weak Six1 enrichment at a distal region ∼112-kb upstream of the Six2 promoter (red asterisk). This region was co-occupied by Six2 in E13.5 or E16.5 kidneys and associated with histone mark H3K27ac. The direction of transcription is shown by the arrow beginning at the TSS. The lower graph indicates a higher magnification of the boxed area. H3K27ac and Six2 ChIP-seq data (GSE185050) and Six2E16.5 (GSE73867) were used for comparison.

Eya1 is a critical factor for the maintenance of the nephron progenitors and interacts with Myc and Six2 (Xu et al., 2014), but Six2 is likely involved in maintaining high levels of Eya1 expression as Six2 binding to multiple regions at the Eya1 locus were identified in E13.5 and E16.5 kidneys (Park et al., 2012; O'Brien et al., 2016; Li et al., 2021). Our data suggest that Six1 cannot replace Six2 to maintain Eya1 expression in the progenitors (Figure 5), we therefore asked if Six1 can target the Six2-bound regions at the Eya1 locus to replace the Six2 function in enhancing Eya1 regulatory expression. However, peak calling did not identify Six1 occupancy to the Eya1 locus (Supplementary Table S2). 

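No Six1 peak was found at Eya1, which encodes the transcriptional co-activator and phosphatase that partners Six1 and Six2. The gene lies on the minus strand of chromosome 1 of mm10, from 14168954 to 14310235. No peak lay in the gene or within 500 kb of any of its TSSs. The nearest to the 5'-most TSS, from 14975938 to 14976122, was 665.8 kb upstream of it, and its central sequence matched 574 places of the genome. Counted from any TSS of the gene, the nearest was another peak, 642.1 kb downstream. The peak list gives no signal below the calling threshold, so a weaker enrichment would not be seen in it.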

Among the 190 regions shared between Six1 and Six2, Six1 enrichment was identified at ∼112-kb upstream of the Six2 promoter (Figure 6G), representing one of the several Six2 targeted sites with the active histone mark H3K27ac deposition. Similarly, Six1 enrichment was identified at a distal region ∼38-kb downstream of the Mycn promotor (Figure 7A), which is one of the several Six2-bound sites at the Mycn locus and is a highly conserved region associated with H3K27ac-deposition. Thus, Six1 appears to selectively target a small subset of Six2-bound sites at genes essential for nephron progenitor maintenance, which may explain why the number of mitotic MM progenitor cells was more reduced in *Six2* ^*−/−*^ than in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ (Figure 3D). 

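At Six2, on the minus strand of chromosome 17 from 85684277 to 85688274, 1 Six1 peak was found within 500 kb, and none within 100 kb. It spanned 436 bp from 85800069 to 85800504, and its centre lay 112 kb upstream of the Six2 TSS. The peak is single-copy sequence in an intron of the lincRNA gene Gm29418, 23.76 kb from that gene's TSS, and Six2 is the nearest protein-coding gene. Its GC content was 72.0%, with 41 CpG dinucleotides and no repeat-masked base. The 60 bp around its centre, from 85800257 to 85800316 on the plus strand, read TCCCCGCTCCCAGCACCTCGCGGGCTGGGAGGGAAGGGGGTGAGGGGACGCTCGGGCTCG. The closest match to TCAGGTTC within the peak had 2 mismatches. None of the regions in Table S3 overlapped this peak, and the nearest of them on chromosome 17 was 20.0 Mb away.

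**Figure D4:**
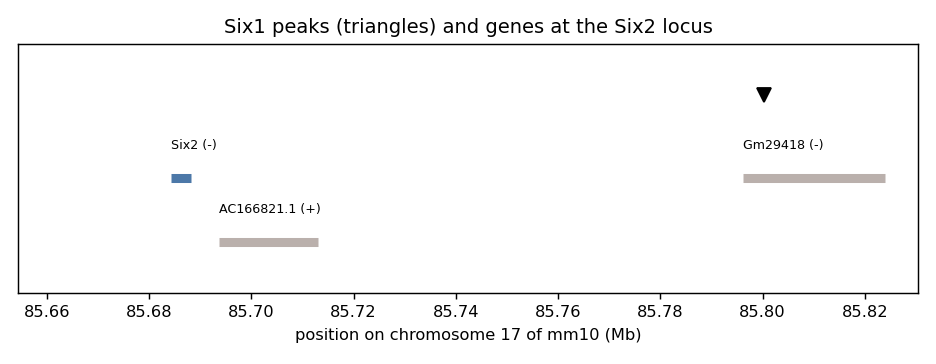
Map of the Six2 locus on chromosome 17 of mm10, in Mb, with protein-coding genes in blue, other genes in grey, strand in parentheses and the Six1 peak as a triangle. The only peak drawn lies over Gm29418, from 85800069 to 85800504.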

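Mycn, which encodes a Myc family transcription factor, lies on the minus strand of chromosome 12 from 12936093 to 12941914. The deposited list held no Six1 peak in the gene or within 100 kb of its TSS, and none in the window drawn in Fig. 7A. Enrichment below the calling threshold would not be in the list. The nearest peak, of 205 bp from 13436960 to 13437164, was 495 kb upstream and had Nbas as its nearest protein-coding gene. Myc, on chromosome 15, had no peak within 500 kb.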

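Of 36 genes of nephron progenitors, 9 (25.0%) had a Six1 peak within 1 kb of a TSS. They were Cited1, a marker of the cap mesenchyme; Hoxd11, which specifies the metanephric mesenchyme; Gdnf, the ligand that draws out the ureteric bud; the growth factors Fgf9 and Bmp7 and the receptor Fgfr2; Lin28b and Igf2bp1, which bind RNA; and Kdm2b. The widest was the peak at Gdnf, 615 bp on chromosome 15 from 7810537 to 7811151. The peak at Hoxd11 was 562 bp and that at Lin28b 353 bp. None of these 9 genes had a promoter peak shared with Six2, by the regions of Table S3. Of all 21911 protein-coding genes, 151 (0.689%) had one. The list had more genes with a peak than 99.8% of 10000 random lists of protein-coding genes and than 96.1% of those matched in promoter CpG content. The gene lists were fixed after the paper's tables, which hold a part of these peaks, had been seen. Their percentiles are therefore not independent of the peaks. Kdm2b is also in the lists of PRC1 and of histone demethylases. Of 18 genes for sine oculis homeobox, Eya, Dach and Pax proteins and their partners, 5 (27.8%) had a promoter peak: Six1, Six4, Six5, Pax1 and Tcf21. This was more than in 96.3% of the matched lists. Tcf21 was listed as a partner, but the paper names it only for a motif enriched in the Six1 peaks. The percentile without it was not computed. The peak at Six1, 688 bp on chromosome 12 from 73045820 to 73046507, lay inside the gene, 7.72 kb downstream of its 5'-most TSS and 0.873 kb from the nearest TSS of another annotated transcript, and the peak at Six4, 537 bp from 73112375 to 73112911, was shared with Six2. From the enrichment it reports at Six2 and Mycn, the paper proposes that Six1 selectively targets a small subset of the sites bound by Six2 at genes that maintain the nephron progenitors, and that this may account for the milder loss of mitotic cells when Six1 is expressed in Six2-deficient kidneys.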

The lack of Six1 co-occupancy at Six2-target sites of the Eya1 locus may at least partially lead to the disappearance of *Eya1* expression in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^.

**FIGURE 7:**
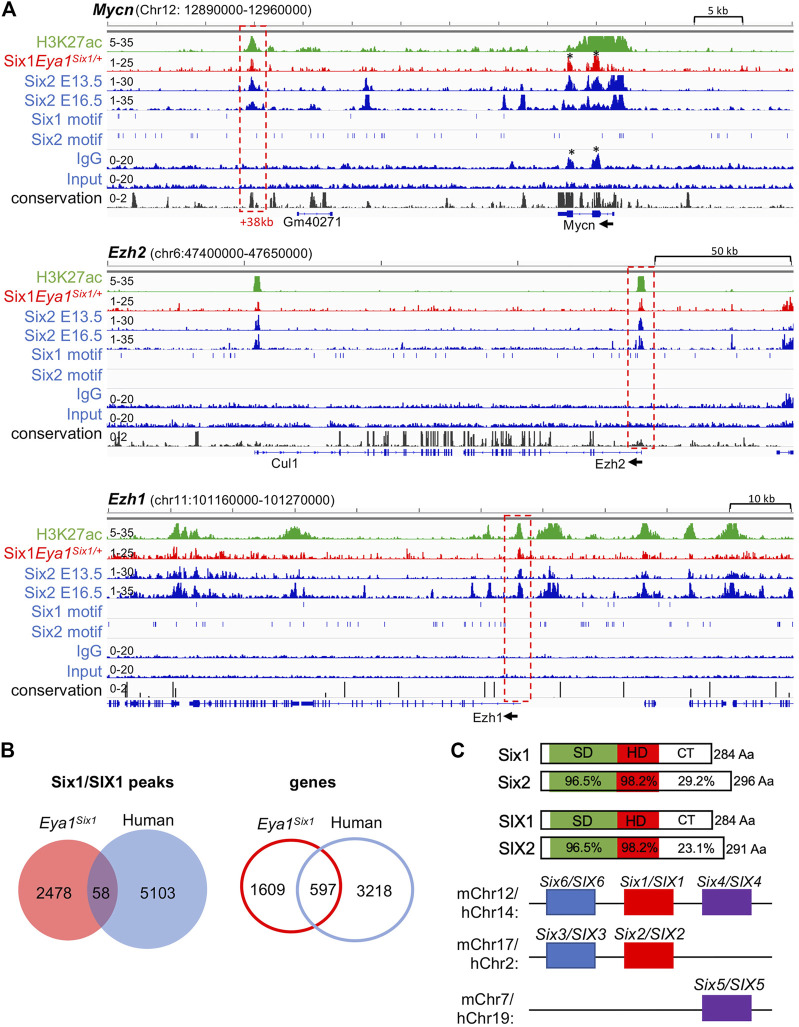
Six1 binds to Six2 targeted sites associated with H3K27ac-deposition at Mycn, Ezh1, and Ezh2. **(A)** Genome browser visualization of overlapping occupancy of Six1 and Six2 to a conserved enhancer region ∼38-kb downstream of the Mycn promoter and the proximal-promoter region of Ezh2 or Ezh1 (boxed by red dashed line). Black asterisks indicate non-specific enrichment peaks, as also seen in the IgG control. The direction of transcription is shown by the arrow beginning at the TSS. **(B)** Venn diagram indicating overlap of mouse Six1-and human fetal kidney SIX1-binding sites or targeted genes. **(C)** Schematic diagrams of mouse Six1/Six2 and human SIX1/SIX2 proteins and mouse or human chromosome locations of all three SIX subfamilies. SIX-specific domain (SD) and homeodomain (HD) are indicated. Note that the C-terminal regions (CT) are divergent in length with a low sequence conservation.

Previous studies have suggested a role for Six2 in inducing nephron differentiation as Six2 targets regions associated with H3K27ac-deposition at genes essential for nephron differentiation, such as Fgf8, Pax8, and Wnt4 (Park et al., 2012; O'Brien et al., 2016). In contrast, Six1 binding to these putative Six2 target genes was not observed (Supplementary Table S2). 

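No Six1 peak lay within 1 kb of a TSS of Wnt4, Fgf8 or Pax8. For Wnt4, the signal that starts the conversion of mesenchyme to epithelium, on chromosome 4 from 137277489 to 137299726, the nearest peak was 79.6 kb downstream, at the promoter of Cdc42. For Fgf8, on chromosome 19 from 45736798 to 45742915, it was 40.2 kb upstream, from 45782828 to 45783468, at the promoter of Mgea5, and was shared with Six2. For Pax8, on chromosome 2 from 24420560 to 24475599, it was 287 kb upstream, at the promoter of Cacna1b. Of 30 genes of nephron differentiation, 2 (6.67%) had a promoter peak: Dll1, a Notch ligand, with a peak of 322 bp on chromosome 17 from 15374976 to 15375297, and Mecom, with a peak of 263 bp on chromosome 3 from 30508920 to 30509182. Random lists had a mean of 8.03%, and lists matched in promoter CpG content a mean of 13.7%. Of the matched lists, 6.08% had fewer genes with a peak, and 18.8% had as few or fewer. Over the 8 loci Six2, Eya1, Mycn, Ezh1, Ezh2, Wnt4, Fgf8 and Pax8, 1 had a peak within 50 kb of its 5'-most TSS. The count depends on the window: it was 0 at 1 kb, 3 at 100 kb, where Ezh2 and Wnt4 joined Fgf8, and 7 at 500 kb, where Eya1 alone had none. The share of all genes with a peak within 50, 100 or 500 kb is not given here. These counts therefore do not set the loci apart from other genes.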

Interestingly, however, co-occupancy of Six1 with Six2 was identified at the promotor regions of the enhancer of zeste homolog Ezh1 and Ezh2, which had H3K27ac-deposition (Figure 7A). 

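At Ezh2, on the minus strand of chromosome 6 from 47530139 to 47595341, the nearest Six1 peak lay 55.99 kb upstream of the TSS, 571 bp from 47651051 to 47651621 in intergenic single-copy sequence. A second, of 300 bp from 47672770 to 47673069, lay 77.6 kb upstream, overlapped a region of Table S3 and matched 15 places of the genome. At Ezh1, on the minus strand of chromosome 11 from 101191115 to 101226463, the nearest peak lay 107 kb downstream of the 5'-most TSS, at the promoter of Retreg3. The list held no peak within 1 kb of any TSS of either gene, and none in the windows drawn for them in Fig. 7A. As at Eya1, a weaker enrichment would not be seen in it. Of the 12 genes of PRC2, the polycomb complex that methylates lysine 27 of histone H3 through Ezh1 or Ezh2, 5 (41.7%) had a promoter peak. Suz12, a core subunit, had a peak of 185 bp on chromosome 11 from 79992824 to 79993008, and Jarid2 one of 506 bp on chromosome 13 from 44730185 to 44730690. The others were Rbbp7, Aebp2 and Phf1. Random lists matched in promoter CpG content had a mean of 21.03%, and 91.7% of them had fewer genes with a peak.

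**Figure D5:**
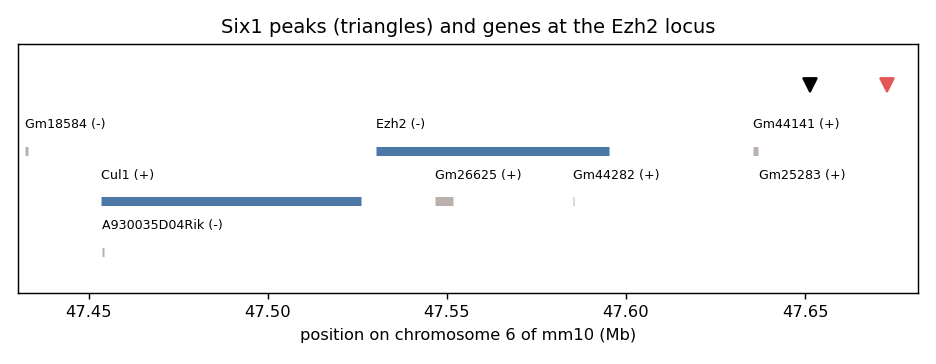
Map of the Ezh2 locus on chromosome 6 of mm10, in Mb, with protein-coding genes in blue, other genes in grey, strand in parentheses and Six1 peaks as triangles, black for the peak from 47651051 and red for the peak from 47672770, which is shared with Six2. Both triangles lie upstream of Ezh2, and none lies over Ezh2 or Cul1.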

Ezh1 and Ezh2 are polycomb histone methyltransferases, and both are required for the renewal potential of nephron progenitors and co-regulate chromatin accessibility (Liu et al., 2020). Since inactivation of both Ezh1 and Ezh2 triggers unscheduled activation of Wnt4-driven differentiation and results in early termination of nephrogenesis (Liu et al., 2020), Six1 binding to these two genes could maintain the expression of both Ezh1 and Ezh2 in the absence of Six2, which in turn prevents ectopic activation of Wnt4 in the nephron progenitors in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ kidneys.

We further compared with human SIX1 ChIP-seq data in the fetal kidneys and found only 58 (∼2.3%) of mouse Six1 peaks overlapped with human SIX1-binding sites and ∼27% of putative Six1 target genes shared with human SIX1 (Figure 7B, Supplementary Table S5,S6), despite the high conservation between Six1 and SIX1 (Figure 7C). 

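Table S5 lists 58 regions shared with human SIX1, and all 58 had the coordinates of a Six1 peak of the deposited list (95% interval of the share 1.75% to 2.96%). Of these peaks, 56 (96.6%, 95% interval 88.1 to 99.6) lay within 1 kb of a TSS. None of the 58 was multi-copy, and a count of 0 allows a share of up to 5.17%. Their median width was 329.5 bp. Also shared with Six2 were 9 of them, at Gli3, a transcription factor of the Hedgehog pathway, at Sik2, Tenm3, Ust, Adamts9, Mtx1, Knop1 and Gm49361, and at E130307A14Rik, next to Rev3l. The peak at Gli3 was 512 bp on chromosome 13 from 15463643 to 15464154. Of the 597 genes in Table S6, 590 were found in the annotation by name, 562 were the nearest protein-coding gene of a Six1 peak and 444 had a peak within 1 kb of a TSS.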

Previous studies identified only ∼8% of mouse Six2-binding sites but ∼50% of putative Six2 target genes overlapped with human SIX2 targets (O'Brien et al., 2016). Sequence comparison between these proteins revealed that the C-terminal domain is quite divergent in length between Six1 and Six2 with a low degree of sequence similarity, and the C-terminus of human SIX2 is shorter than the mouse Six2 (Figure 7C). This structural difference may affect the stability of forming complexes with specific partner proteins, thus resulting in Six1 selectively binding to only a small subset of Six2 target sites.

## Discussion

Six1 and Six2 genes are expressed in the MM progenitors during mouse kidney development, but Six1 is expressed before Six2 transcription and overlaps with Six2 only transiently before the onset of UB branching. *Six1* ^*−/−*^ embryos fail to form a functional MM competent for inducing UB branching, whereas *Six2* ^*−/−*^ mice exhibit later defects associated with expansion and maintenance of the nephron progenitors. Previous studies found that Six1 also cooperates with Six4 to regulate the formation of the MM as this structure is not formed in *Six1* ^*−/−*^ *;Six4* ^*−/−*^ mice (Kobayashi et al., 2007; Xu and Xu 2015), while *Six4* ^*−/−*^ mice are viable and normal (Ozaki et al., 2001). In this study, we overexpressed Six1 in the MM progenitors under Eya1 regulatory transcriptional control and examined the functional interchangeability between Six1 and Six2. Our data show that Six1 cannot fully rescue the Six2-deficient kidney phenotype, thus indicating that the different physiological roles of Six1 and Six2 relate to differences in both transcriptional regulations of the genes and divergent biochemical properties of the proteins.

From the sequence alignment of Six1 and Six2, it is evident that these two proteins share the highly conserved SD and HD regions (Figure 7C), except for the C-terminal domains that differ in length with a low degree of similarity. Since the HDs have very low intrinsic sequence specificity (Treisman et al., 1992), such structural differences adjacent to the HDs are likely to modify the specificity of the proteins by influencing the stability of complexes formed with particular partner proteins, thus affecting the ability of Six1 to compensate for Six2 loss. Based on our data, Six2 appears to have distinct and non-interchangeable roles in the multipotent nephron progenitors. Although Six1 can mediate nuclear translocation of Eya1 in the absence of Six2 (Figure 4), it apparently cannot act as a substitute for Six2 in maintaining Eya1 expression and driving the expansion and survival of the progenitors. This could be due to distinct stabilities of transcriptional complexes formed with partner proteins rather than differences in DNA-binding site preference, which explains why Six1 only selectively targets a small subset of Six2-bound regions and why Six1 cannot bind to Six2-target sites at the loci of Eya1 and Mycn. Consistent with this view, our previous studies testing the efficiency of coexpression of different members of the Eya family with various members of the SIX protein family in inducing hair cell development found that the combination of Eya1/Six1 acts most efficiently to activate a specific downstream regulatory program controlling inner ear hair cell or spiral neuron induction in a cochlear explant system (Ahmed et al., 2012a; Ahmed et al., 2012b). We found that ∼90% of Eya1/Six1-cotransfected cochlear nonsensory epithelial cells became Myo7a^+^ hair cells and that this function of Eya1 or Six1 is non-interchangeable with Eya2 or Six2, as only ∼3% of Eya1/Six2-or ∼6% of Eya2/Six1-cotransfected cochlear nonsensory epithelial cells became Myo7a^+^ hair cells (Ahmed et al., 2012a). Thus, we speculate that the divergent C-terminus of Six1 and Six2 may confer differential specificity in transcriptional complex formation and subsequent DNA recognition. Six1 may fail to collaborate with Six2-interacting transcription factors or chromatin regulators to generate a permissive chromatin context in the multipotent progenitors necessary for their renewal and survival. Although we do not understand why the mouse Six1 does not bind to many Six2 target sites that are co-occupied by human SIX1/SIX2, the simplest explanation is that there may be species-specific factors that affect the ability of Six1/SIX1 to target Six2/SIX2 sites. This may also explain why only ∼8% of mouse Six2-binding sites overlapped with human SIX2 peaks (O'Brien et al., 2016). Interestingly, while conserved, the C-terminus of Six2 also differs in length between the two species (Figure 7C). Human SIX2 is five amino acid residues shorter than mouse Six2, shortening the length difference between human SIX1 and SIX2. Thus, a comparative study with different SIX family proteins in transactivating nephron progenitor-specific target genes may give useful information about the importance of the C-terminal region.

Previous studies indicated that Six2 is likely to induce nephron commitment and differentiation by regulating the expression of target genes involved in nephron differentiation, such as Fgf8, Pax8, and Wnt4 (Park et al., 2012). Although *Six2* ^*−/−*^ nephron progenitors undergo premature differentiation, it is still unclear how Six2 acts to counter nephron differentiation. In contrast, Six1 does not appear to have an equivalent function as Six2 in inducing differentiation, because Six1 binding to the Six2 target sites at the Fgf8, Pax8 or Wnt4 was not detected. Our observation that the rapid commitment to an RV fate occurring in *Six2* ^*−/−*^ did not happen in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ suggests that Six1 inhibits premature nephron differentiation in the absence of Six2. We thus speculate that the nuclear Eya1 in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^ may play a role in countering nephron progenitor cell differentiation. Alternatively, Six1 may indirectly inhibit differentiation through the regulation of other factors. In supporting this, Six1 enrichment was detected at the Ezh1 and Ezh2 promoter regions that are associated with H3K27ac-deposition and co-occupied by Six2 (Figure 7). Since previous studies have found that inactivation of both Ezh1/Ezh2 leads to unscheduled activation of Wnt4 (Liu et al., 2020), Six1 may regulate the expression of these two genes to prevent ectopic Wnt4 activation. These two possibilities could in conjunction explain the requirement of Six1 for preventing rapid epithelialization of the progenitors in *Eya1* ^*Six1/+*^ *;Six2* ^*−/−*^. This also suggests that Six1 is able to form transcriptional complexes capable of associating with the same regulatory DNA elements co-occupied by Six2 at the Ezh1 and Ezh2. Thus, our finding provides insights into why nephron progenitors undergo rapid RV formation in the absence of Six2.

In summary, our results indicate that the Six1 and Six2 genes of the *Drosophila so* subfamily have diverged in function by the acquisition of different regulatory patterns and special biochemical properties. Previous studies have focused on the conserved SD and HD in recognizing subgroup specific sites and common targets. In human fetal kidneys, SIX1 and SIX2 cross-regulate each other (O'Brien et al., 2016), which is thought to be critical to maintain the absolute levels of SIX proteins that are necessary for generating approximately seventy times more nephrons in a human kidney than a mouse kidney. However, SIX2 apparently has a more prominent roles than SIX1 and ∼79.2% of SIX2 target sites are not targeted by SIX1. As SIX1 and SIX2 physically interact when coexpressed in HEK293 cells (O'Brien et al., 2016), it is possible that small percentage of SIX1 and SIX2 may form complexes that may be below the detection threshold by co-immunoprecipitation. Nonetheless, our evidence for the functional difference between the mouse Six1 and Six2 suggests that the evolutionary division of these two genes has occurred at the levels of both protein function and their gene-expression programs, with particular cell types manifesting greater dependence on the expression of one or the other or both. Future research to explore whether the divergent C-terminal domains influence the molecular and biochemical rules governing the specificity of these proteins may help us understand how the mechanisms that control spatial aspects of nephrogenesis have been modified during evolution. Lastly, it is worth mentioning that a recent study explored the potential of SIX1 with EYA1 and SNAI2 in directly reprogramming HK2 cells into nephron progenitor-like cells (Vanslambrouck et al., 2019). Our finding that Six1 and Six2 have non-equivalent biochemical properties provides valuable information for the development of nephron reprogramming strategies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI with GSE ID is GSE189131 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189131).

How the deposited data were processed for this re-analysis (not part of the article)

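Six1 ChIP-seq was performed by the authors on kidneys of ∼E13.5 Eya1 Six1/+ embryos. There were 3 libraries: 1 Six1 ChIP library from 40 kidneys, 1 genomic input library and 1 IgG ChIP library. According to the methods and the submitters' processing notes, the authors checked the reads with FastQC 0.11.2, aligned them to mm10 with Bowtie2 2.2.0, called peaks with MACS2 2.1.1 against each control and used the peaks common to both. The paper says of these common peaks and of its 2527 peaks that they were used further. It does not state which call or dataset each of its peak counts comes from. The deposited list gives only positions, the chromosome, start and end of each peak, with no count, score or enrichment. Neither the depth of a library nor the strength of a peak could therefore be taken from it, and reads, IgG and input signal were not analysed here. Positions are printed counted from 1.

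From the deposited list, peaks were placed on GRCm38 with the gene annotation GENCODE M21. The distance of a peak is that of its centre to the nearest TSS of any annotated transcript. Annotation classes were assigned in the order promoter up to 1 kb, promoter 1 to 3 kb, UTR, exon, intron, downstream within 3 kb, and distal intergenic. Peaks were compared with the regions of Tables S3 and S5 by an overlap of at least 1 bp. The copies of Tables S1, S2 and S4 used here hold only their first rows, so no overlap was computed from them, apart from matching the rows of Table S1.

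The central 100 bp of each peak was searched with blastn 2.17.0 (word size 16, E-value 1e-10, at least 90% identity over at least 90 bp, up to 30 matches per chromosome, so that high numbers of places are lower bounds). A peak with at least 2 other places was called multi-copy. Ribosomal DNA, which the assembly holds once, is not marked by this rule. Sequence was extracted with bedtools 2.31.1 and pyfaidx 0.9.0.4, and TCAGGTTC was searched on both strands in the peaks, in windows of the same width 5 kb to each side and in 100 dinucleotide shuffles.

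Genes were grouped in lists: nephron progenitors, nephron differentiation, sine oculis homeobox, Eya, Dach and Pax genes and partners, PRC2, PRC1, SWI/SNF, histone acetyltransferases, demethylases and methyltransferases, G1/S genes, Smad signalling, Hedgehog regulators, ubiquitin ligases, ureteric bud, stroma, podocyte and tubule, endothelium and blood, ribosomal proteins, proteasome, mitochondrial ribosome and genes of other tissues. A gene counted as having a promoter peak when a peak centre lay within 1 kb of any of its TSSs, among the 21911 protein-coding genes of the chromosomes with peaks. Each list was set beside 10000 random lists of its size, drawn from all protein-coding genes and from genes matched in the highest CpG count within 1000 bp around a TSS, in 10 bins. Genes named in the text are those the paper names, the members of the nephron, sine oculis homeobox, PRC2, PRC1 and SWI/SNF lists with a promoter peak, the 10 widest peaks and the 10 widest single-copy peaks shared with Six2; other named genes are examples chosen after their values were seen.

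Calculations used Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. With 1 Six1 library there is no test between conditions; Fisher's exact test was used only to compare groups of peaks within the list. Intervals are exact Clopper-Pearson 95% intervals, and the limit given for a count of 0 is 3 of the total; both cover counting error only. The functions for distances, overlaps, sites and shuffles were tested on simulated data. In a simulation on 21911 genes, 2.8% of 1000 unselected lists of 30 genes, and 83.1% of 1000 lists whose genes had 4 times the odds of a peak, lay at or above the 95th percentile of random lists. There peaks were given to genes without regard to promoter CpG content, and matched lists were not simulated. In the data the share rose with CpG content, so these rates do not carry over to the percentiles of the gene lists. The gene lists were fixed before the data were examined, that is before the deposited list was read, but the paper's tables and Fig. 6F, and with Table S1 a part of the same list, had been seen. Alternatives were fixed at the same point for the distance rule, the set of TSSs, the widths, the overlap, the windows, the site, the matching and the definition of multi-copy peaks, and 6 more were added afterwards.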

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

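Of the tests below, that of repeats and TCAGGTTC was chosen after the result was seen, and for the genes that every cell uses the demand that the interval of the share be clear of the matched lists was added after the share was seen. Groups of peaks that the paper does not discuss were above the limit that a count of 0 allows, which any count over 3 passes and which sets no expected value. These were the 465 peaks in multi-copy sequence, 6 peaks on chromosome Y and the 9 of 36 nephron progenitor genes with a promoter peak. So were the 5 of 18 genes with a promoter peak in the list of sine oculis homeobox, Eya, Dach and Pax genes and partners. That list counts Tcf21 as a partner.

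Most Six1 peaks lie at promoters, and the first question is whether promoter sequence alone sets which genes have one. Of the 10955 genes with the highest promoter CpG counts 15.1% had a peak, and of the other 10956 genes 0.968%, a ratio of 15.6. This ratio is consistent with CpG-rich promoters accounting for a part of the pattern. The nephron progenitor and differentiation lists together had 16.7%, against 13.48% in matched lists, and were above 73.0% of these. The progenitor list alone was above its matched mean, and above 96.1% of matched lists. The differentiation list was below its matched mean and above 6.08% of lists, but 18.8% had as few or fewer genes with a peak. Since the joint share mixes lists on opposite sides of their means, it decides nothing. Whether open promoters in general are sampled stays open: the ribosomal, proteasome and mitochondrial ribosome lists together had a peak at 8 of 101 genes (7.92%, 95% interval 3.48 to 15.01). Of the matched lists 24.5% had fewer genes with a peak, but the interval includes both the matched mean of 9.45% and the 13.9% at the 95th percentile. By the rule written first, a share at or below the median of matched lists, this explanation would have been excluded, and the demand on the interval, added later, left it open. No biological explanation was tested, since the design has a single condition.

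TCAGGTTC was more frequent in Six1 peaks than in the windows beside them, and copies of repeats are a candidate explanation. Outside multi-copy sequence the share of peaks with the site was 0.776%, below the 1.19% of the windows, as that explanation predicts. Taken over all peaks, though, the windows are poorer in GC than the peaks. The single-copy share also lay at the top of the range of shuffles of the single-copy peaks (0.145% to 0.776%). Among single-copy peaks over 1 kb from a TSS it was 1.76% against 0.704% of windows, with overlapping intervals. Single-copy promoter peaks went the other way, at 0.619% against 1.27%. With up to 1 mismatch, single-copy peaks were also below their windows, at 15.5% against 24%. Since the windows are poorer in GC, a weaker excess of the site outside repeats stays open. The list gives no read counts, so whether the repeat copies reflect binding of Six1 or reads that fit many places was not tested.

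Some peaks shared with Six2 lie close together in repeats, such as the 9 on chromosome 9. Reads that fit many places may place peaks of both factors there. The multi-copy share was 23.7% among shared and 18.0% among other peaks (two-sided Fisher's exact test, p = 0.0637). With this number of shared peaks, such an excess cannot be told apart from counting error. The test also treats peaks as independent, which peaks lying together in repeats may not be.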

How the results depend on the processing

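The 1 TSS per gene, the peak-gene pairs, the finer CpG bins, and leaving out multi-copy peaks from the number of peaks and from the search for TCAGGTTC were chosen after seeing the data, as were protein-coding TSSs for the annotation classes. No paired analysis was possible because there is 1 Six1 library and no group with replicates. The depth behind the peaks is unknown, and no stricter calling threshold could be applied, so peaks at least as wide as the median stood in for it. With these the number of peaks was 1268, the promoter share 81.2% and the number of genes with a promoter peak 1025. The promoter share was 68.6% with protein-coding TSSs, 86.2% without multi-copy peaks, 66.6% at 500 bp and 80.1% at 3 kb. The share of peaks at 5 to 500 kb was 21.9% with protein-coding TSSs, 6.74% without multi-copy peaks, 29.6% with 1 TSS per protein-coding gene and 42.3% over 3574 peak-gene pairs. Of the 8 loci, 0 had a peak at 1 kb, 3 at 100 kb and 7 at 500 kb. The share of peaks with TCAGGTTC was 19.9% with up to 1 mismatch, 7.63% over 1 kb from a TSS, 1.05% among peaks shared with Six2 and 0.776% without multi-copy peaks. The multi-copy share was 14.7% with 10 or more other places and 13.6% by repeat masking over more than 50% of the peak. The cause of these shifts was not tested. The other 15 alternatives of these results stayed within the interval or within 1.5 times the count. For the gene lists, 92 of 96 alternative values of the share above random lists stayed within the exact interval of the list's share, but these intervals are too wide for the count to show stability. Against lists matched in CpG content the excess went from 15.99 to 2.49 percentage points for SWI/SNF, from 25.4 to 9.46 for PRC1, from 33.6 to 20.6 for PRC2, from 7.34 to -8.35 for the histone methyltransferases and from 27.99 to 11.9 for Smad signalling. With 50 CpG bins the last was 8.38, above 77.1% of lists, and the acetyltransferases were above 93.4%.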

Differences from the paper's values

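The paper gives 29% of Six1 peaks between 5 and 500 kb of TSSs, and the share was 17.9% here, by the nearest TSS of any annotated transcript. The paper names GREAT for its annotation and does not state its set of TSSs, so the shares may rest on unlike measures. Among the alternatives set before the data were examined, protein-coding TSSs (21.9%) came within 1.5 times the paper's value, and the distance from the nearest edge (17.7%) and leaving out multi-copy peaks (6.74%) did not. With 1 TSS per protein-coding gene, the 5'-most, chosen after seeing the values, the share was 29.6%. Counting peak-gene pairs, also chosen after seeing the values, gave 42.3%.

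No alternative was set for the annotation classes before the data were examined; protein-coding TSSs were chosen for them after seeing the values. Exons held 1.82% of all peaks here and about 4% in Fig. 6D, read by eye; with protein-coding TSSs the share was 4.00%. Of the 190 peaks shared with Six2, 7.37% were distal intergenic here and about 21% in Fig. 6D, read by eye (8.42% with protein-coding TSSs), and 3.68% lay 1 to 3 kb from a TSS here and about 2% in Fig. 6D, read by eye (5.26% with protein-coding TSSs). Exons held 0 of the 190 here, with an exact 95% interval up to 1.92%, against about 2% in Fig. 6D, read by eye (1.58% with protein-coding TSSs).

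The paper places the enriched region upstream of Six2 among the regions shared by Six1 and Six2. The deposited list holds this peak, 112 kb upstream as in the paper, but Table S3 has no region that overlaps it, and the nearest on the chromosome is 20.0 Mb away. The paper reports Six1 enrichment downstream of the Mycn promoter, where the list holds no peak within 100 kb of the TSS; its discussion states that Six1 cannot bind the Six2 sites at Eya1 and Mycn. It also reports co-occupancy at the promoters of Ezh1 and Ezh2, where the nearest peaks of the list lay 107 kb downstream and 55.99 kb upstream of the 5'-most TSS. With the TSS of any transcript, the nearest peak to Ezh1 was at 74.6 kb. Of the windows tried, that of 100 kb takes in Ezh2, and Ezh1 by the TSS of any transcript, and that of 500 kb takes in Mycn. The paper shows the enrichment at Mycn, Ezh1 and Ezh2 as browser tracks. The list gives no signal below the calling threshold, so a weaker enrichment there would not be seen in it. No peak lay within 1 kb of a TSS of Eya1, Wnt4, Fgf8 or Pax8. The paper reports no Six1 binding to these genes and gives no such distance. The nearest peaks to Fgf8 and Wnt4 were 40.2 and 79.65 kb away, so the comparison depends on the window.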

Other observations

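Marker genes of other kidney cell types had Six1 peaks within 1 kb of a TSS at shares near or above those of random lists, with few genes in each list. Among 19 genes of the stroma, 3 did (15.8%, against a mean of 7.69% in lists matched in promoter CpG content): Foxd1, the marker of stromal progenitors, Meis1 and Tcf21, the last also in the list of sine oculis homeobox genes and partners. Among 20 genes of the ureteric bud, 2 did, Wnt7b and Tfap2a (10%, matched mean 12.8%), and among 20 genes of podocytes and tubules 2 did, Podxl and Mafb (10%, matched mean 4.41%). Of 16 genes of endothelium and blood, Cd34 was the 1 with a peak (6.25%, matched mean 2.07%). Of 26 genes of muscle, neurons, liver, pancreas and skin, 0 had one, a count that allows a share of up to 11.5%. Lists matched with it in promoter CpG content had a mean of 3.78%, and 33.9% of them had 0 as well. Of genes that every cell uses, 5 of 40 for ribosomal proteins, 2 of 31 for the proteasome and 1 of 30 for the mitochondrial ribosome had a promoter peak. Wnt7b, Tfap2a, Podxl, Mafb, Cd34, Foxd1 and Meis1 were named after their values were seen.

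The genes of the factors whose motifs are drawn in Fig. 6E differed in their own peaks. E2f4, Smad4 and Tcf21 had peaks 147, 212 and 812 bp downstream of a TSS. The nearest peak was 30.4 kb upstream of Stat3, at the promoter of Cavin1, 67.4 kb upstream of Relb, at the promoter of Apoe, 175 kb downstream of Gfi1b and 842 kb upstream of Osr2. Cul1, the neighbour of Ezh2 in Fig. 7A, had its nearest peak 198 kb downstream of its 5'-most TSS.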
